# HIRA directly targets the enhancers of selected cardiac transcription factors during in vitro differentiation of mouse embryonic stem cells

**DOI:** 10.1007/s11033-018-4247-z

**Published:** 2018-07-20

**Authors:** Rasha Noureldin M. Saleh, Daniel Dilg, Abla A. Abou Zeid, Doaa I. Hashad, Peter J. Scambler, Ariane L. A. Chapgier

**Keywords:** HIRA, H3.3, Heart, Cardiomyocytes, Embryonic stem cells, Differentiation, Enhancers

## Abstract

HIRA is a histone chaperone known to modulate gene expression through the deposition of H3.3. Conditional knockout of *Hira* in embryonic mouse hearts leads to cardiac septal defects. Loss of function mutation in *HIRA*, together with other chromatin modifiers, was found in patients with congenital heart diseases. However, the effects of HIRA on gene expression at earlier stages of cardiogenic mesoderm differentiation have not yet been studied. Differentiation of mouse embryonic stem cells (mESCs) towards cardiomyocytes mimics some of these early events and is an accepted model of these early stages. We performed RNA-Seq and H3.3-HA ChIP-seq on both WT and *Hira*-null mESCs and early cardiomyocyte progenitors of both genotypes. Analysis of RNA-seq data showed differential down regulation of cardiovascular development-related genes in *Hira*-null cardiomyocytes compared to WT cardiomyocytes. We found HIRA-dependent H3.3 deposition at these genes. In particular, we observed that HIRA influenced directly the expression of the transcription factors *Gata6, Meis1* and *Tbx2*, essential for cardiac septation, through H3.3 deposition. We therefore identified new direct targets of HIRA during cardiac differentiation.

## Introduction

Heart development is a complex process involving cardiogenic mesodermal differentiation into endocardium and myocardium. The myocardium is generated sequentially from cardiac precursors, primitive cardiomyocytes and definitive cardiomyocytes [1]. It requires a tightly controlled temporal gene expression pattern, which if disturbed can lead to the development of congenital heart diseases [2]. For example, mutations in *Gata4* or *Tbx2*, important cardiac transcription factors, are associated with endocardial cushion and cardiac septal defects [3, 4]. Chromatin modifications and histone variants are essential for lineage commitment and cell fate [5, 6]. A distinct chromatin pattern specific for each stage of stem cell differentiation into cardiomyocytes was reported [7]. The histone variant H3.3 plays a role in early embryonic development [8] and lineage commitment of stem cells [9–11]. HIRA is required for genome wide enrichment of the histone variant H3.3 at active and bivalent genes in mouse embryonic stem cells (mESCs) [11].

HIRA is part of one of the two complexes that deposits H3.3 in a replication independent manner [12, 13]. The HIRA complex includes UBN1, CABIN1 and ASF1 [14]. It deposits H3.3 at the gene bodies of developmentally regulated genes [11], highly active genes [10] and some active enhancers and regulatory elements [15]. It has also been shown that there is HIRA-independent H3.3 enrichment at certain transcription factor binding sites (TFBS) and at telomeres in undifferentiated mESCs in a ATRX/DAXX dependent manner [10].

Absence of HIRA in mice [16] and Xenopus laevis [17] leads to gastrulation defects and embryonic lethality. Attenuation of *Hira* expression in chick cardiac neural crest results in common arterial trunk, suggesting a role for HIRA in outflow tract (OFT) septation [18]. *Hira*-null mouse embryos showed abnormal heart looping and pericardial oedema at embryonic day (E)10.5 [16]. Recently, *HIRA* was found to be one of 46 chromatin modifiers that had a significant loss of function mutation (*p* value = 0.03) in a large congenital heart disease cohort study [19]. We previously published that conditional knockout of *Hira* in the cardiogenic mesoderm resulted in embryonic lethality with atrial and ventricular septal defects at E15.5. Following genome-wide analysis of the transcriptome of these conditional knockout mouse hearts at E12.5, we identified a dysregulation of certain cardiac genes such as *Tnni2, Tnnt3* and *Epha3* [20]. We showed HIRA-dependent H3.3 deposition at the enhancer *Tte* that regulates the expression of *Tnni2* and *Tnnt3* during cardiac development.

However, the role of HIRA at the early stages of cardiogenic mesoderm differentiation has not been studied. Differentiation of mESCs towards cardiomyocytes mimics the early stages of cardiogenic mesodermal differentiation [7, 21]. Here, we used in vitro mESC differentiation to study the role of HIRA during this process and focused on day 15, when the cardiogenic mesoderm genes are expressed [22]. High-throughput RNA sequencing (RNA-seq) and H3.3-HA chromatin immunoprecipitation followed by massive parallel sequencing (ChIP-seq) were then performed on both WT and *Hira*-null undifferentiated and mESC-derived cardiomyocytes at day 15 of differentiation. We report here that HIRA is required for the expression of cardiac transcription factors involved in septation during cardiac development. These transcription factors displayed diminished H3.3 enrichments in their gene bodies or near their Transcription Start Site (TSS) in the absence of HIRA. This reflects the requirement for HIRA in the expression of important cardiac transcription factors through H3.3 deposition.

## Methods

### Cell culture and differentiation

H3.3-HA tagged wild type (W9.5) and *Hira*-null (Clone 104) mESCs have been cultured and maintained as described previously [22]. These cells were maintained in an undifferentiated state at 37 °C and 5% CO_2_ on 0.1% gelatin coated flasks in Knockout™ D-MEM (GIBCO, 10829), supplemented with 15% ES-FCS (Millipore ES-009B), 1× Glutamax (GIBCO 35050-038), 1× Penicillin/Streptomycin (GIBCO 15140), 1× MEM NEAA (GIBCO 11140-035), 0.1 mM 2-β-mercaptoethanol (SIGMA M-7522) and 10^3^ Units/ml LIF (Millipore, ESG-1106).

Differentiation was adapted from the previously described hanging drop method, with some modifications [22, 23]. Briefly, cells were cultured in a medium made of DMEM (GIBCO 61965-026), with 15% ES-FCS (Millipore ES-009B), 1× Penicillin/Streptomycin (GIBCO 15140), 1× MEM NEAA (GIBCO 11140-035) and 0.1 mM β-mercaptoethanol (SIGMA M-7522). Embryoid bodies (EBs) were formed by hanging the cells in the form of drops on the lids of petri dishes at a concentration of 25 cell/µl. After 2 days, these EBs were dropped into non-TC treated petri dishes and were grown in suspension culture for another 2 days. At day 4, the EBs were plated in 0.1% gelatin coated tissue culture dishes and the medium was changed every day till day 15.

### RNA extraction and sequencing

RNA was extracted from two different biological samples of both WT and *Hira*-null cells at day 0 and day 15 using TRIzol reagent (Life technologies 15596-018) following the manufacturer’s instructions. The quality and quantity of RNA were determined using Nanodrop spectrophotometer ND-1000 (Lab tech) and using High Sensitivity RNA screenTape®, samples with RIN of seven or more were used for subsequent library preparation. Library preparation was done using KAPA stranded mRNA-seq kit (KAPABIOSYSTEMS KK8421) and KAPA mRNA capture kit (KAPABIOSYSTEMS KK8441). RNA sequencing was performed by Illumina NextSeq 500, with the production of paired-end reads. Reads were aligned to mouse genome mm9 using bowtie [24] and differential expression was processed using Deseq package version 1.6.3. The produced gene lists were sorted using an adjusted *p* value ≤ 0.05 and an absolute fold change of ± 2. Gene Ontology analysis was done using DAVID bioinformatics functional annotation tool [25]. Enrichment analysis was performed using gene set enrichment analysis (GSEA) software and the candidate genes were selected using the GSEA lead Edge tool [26]. Functional enrichment was visualized using Cytoscape to produce enrichment maps [27].

### Reverse transcription and quantitative real time PCR

The High-Capacity RNA-to-cDNA™ Kit (Thermo fisher 4387406) was used to obtain cDNA and was used according to the manufacturer’s instructions. Primers for qRT-PCR were designed using the primer-blast tool of NCBI. The amplicon size was set between 70 and 200 bp (bp). Quantitative real time PCR (qRT-PCR) was performed on the CFX96 Touch™ Real-Time PCR Detection System using SYBR green (BIO-RAD 1708882) on three biological replicates and analysis was done using the standard curve method. Results were normalized to *Gapdh*.

### Native ChIP followed by qPCR

Native ChIP was performed on 1 × 10^7^ cells as previously described [10, 11]. Briefly, the cell pellets were lysed and chromatin was digested using MNase (Sigma N5386) at 37 °C with an ideal fragmentation between 200 and 1000 bp. The reaction was stopped using 5 mM EDTA. HA antibody was collected with dynabeads (Invitrogen, 112.03D, 112.01D) from 12AC5 hybridoma supernatants and then incubated with the lysates overnight at 4 °C. After several washes, the samples were treated with proteinase K and RNAse. DNA was purified using the PCR-purification Qiagen kit (28104). Quantitative real time PCR following ChIP (q-ChIP) or ChIP-seq were performed.

Primers for validation of ChIP-seq by q-ChIP were designed as follow; H3.3 significant peaks were uploaded in Integrative Genome browser (IGV). H3.3 enriched and depleted regions were identified. The corresponding nucleotide sequences were then extracted and used for primer design using NCBI primer design tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/).

### ChIPseq and data analysis

The eluted DNA from both Input and ChIP was processed through library preparation using the NEB DNA Ultra kit and selecting fragment sizes of around 200 bp. Samples were sequenced using Illumina NextSeq 500, with the production of paired-end reads. Reads were aligned to mouse genome mm9 using BOWTIE 1.1.2 allowing no more than three mismatches [28]. Samtools 1.3.1 was used to generate BAM files, remove duplicates, sort and index [29]. MACS 1.4.2 was used for peak calling using the default parameters (*p* value ≤ 10^−5^) [30]. BEDTOOLS intersect with (–v) option was used to generate the HIRA-dependent H3.3 peaks, after excluding the peaks in the *Hira*-null sample [31]. Gene lists were generated within + 10 kb of the TSS, in the gene body and 200 bp dowstream TES using the PAPST (Peak Assignment and Profile Search Tool) tool [32]. Genome-wide distribution of the H3.3 ChIP-seq peaks was analyzed from both bed and wig files using the cis regulatory element annotation tools (CEAS) software [33]. The HIRA-dependent H3.3 peaks resulted from the subtraction of the *Hira*-null peaks from the WT peaks using bedtools.

## Results

### Cardiac markers are dysregulated in the absence of HIRA during early cardiomyocyte differentiation

WT and *Hira-*null mESCs were differentiated towards a cardiac mesodermal lineage using an adapted hanging drop protocol to increase the cardiomyocyte yield [22, 23]. Beating foci were present from day 8 of differentiation in both WT and *Hira-*null cells. These foci increased gradually in size during differentiation until reaching 60–70% confluence at day 15. These beating areas arose concomitantly with the expression of the cardiac transcription factor *Nkx2.5* at day 8 [20]. We confirmed the expression of *Gata4, Mef2c, Myh6* and *Myh7*, as cardiac specific marker at day 15 in both WT and *Hira*-null cells, and the expression of the pluripotency markers *Nanog* and *Pou5f1* at day 0, by qRT-PCR (Fig. 1a). 

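Hira encodes a histone chaperone that deposits the histone variant H3.3 outside DNA replication. Messenger RNA was sequenced from WT mouse embryonic stem cells and from a single Hira-null clone, both carrying HA-tagged H3.3, before differentiation at day 0 and after hanging drop differentiation into beating cultures at day 15. There were 4 groups of 2 libraries, each library from its own biological sample, 8 in all. The authors made stranded, paired-end libraries, aligned the reads to the mm9 mouse genome with Bowtie and deposited the expression of 24421 genes in each library as FPKM, a fragment count scaled by gene length and library size. The values of all genes in a library are whole multiples of one step once gene length is allowed for, within 0.1 of a fragment for 100% of positive values, and this step gives the fragments counted per library. These were 7685800 and 8772859 in WT at day 0, 6939919 and 8847262 in Hira-null at day 0, 9013866 and 11116150 in WT at day 15 and 8498977 and 9205378 in Hira-null at day 15. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom of 2.90 to 5.94. From the FPKM values, log2(FPKM + 1) was compared between groups with limma over the 14337 genes at FPKM 1 or more in at least 2 libraries, and adjusted p is the Benjamini-Hochberg value over those genes. Gene lists were compared with all other genes by camera in limma, and a second value estimates the correlation between the members of a list. Whether the strand was used in counting is not given in the sources used here, so values of genes whose exons overlap another gene are uncertain. Hira lies on chromosome 16 from 18877130 to 18970402 of NCBIM37, the mm9 build, and shares exons with Gm15797, a gene model on the same strand. At day 0 Hira was 27.9 ± 0.839 FPKM in WT (mean ± SD, n = 2) and 11.9 ± 0.700 FPKM in Hira-null (log2 fold change −1.17, standard error 0.10, adjusted p = 8.48e-05). At day 15 the labels were not matched by a lower Hira level: WT libraries read 15.8 and 15.5 FPKM and libraries labelled Hira-null 16.7 and 19.8 FPKM (log2 fold change 0.20, standard error 0.11, adjusted p = 0.167). Without replicate 1 of the day 15 libraries labelled Hira-null, Hira was higher than in WT (adjusted p = 0.0497). The difference between the genotype effects at the 2 days was 1.37 on the log2 scale (standard error 0.15, adjusted p = 4.44e-04). The qRT-PCR of Fig. 2d runs the same way as the day 15 sequencing for the genes it shows. The 37 genes lower in Hira-null by 2 or more on the log2 scale at day 0, singled out after the Hira values were seen, had a median day 15 log2 fold change of −1.33, with 29 below 0.

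**Figure D1:**
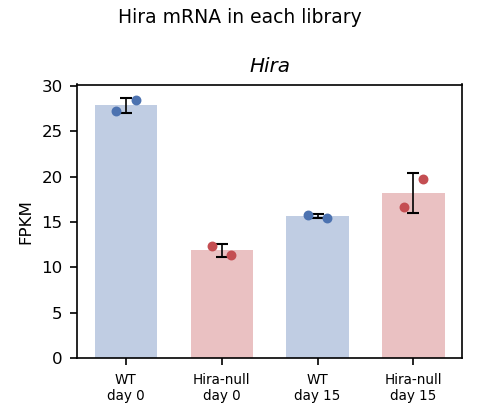
Hira mRNA in each of the 8 libraries, as FPKM on the vertical axis, by genotype label and day on the horizontal axis. Bars are means, error bars SD (n = 2) and points single libraries. Hira is lower in Hira-null at day 0, and at day 15 no library labelled Hira-null lies below the WT mean of 15.6 FPKM.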

We then sequenced the total RNA in undifferentiated and in differentiated WT and *Hira*-null cells at day 15. We compared the expressed genes observed in our experiment at day 15 with the dataset previously published by Wamstad et al. at the cardiomyocyte (CM) stage. We found that 68.6% and 67.4% of the expressed genes in WT and *Hira*-null dataset respectively overlap with the reported CM stage datasets, indicating that loss of HIRA does not prevent general cardiogenic differentiation.

**Fig. 1:**
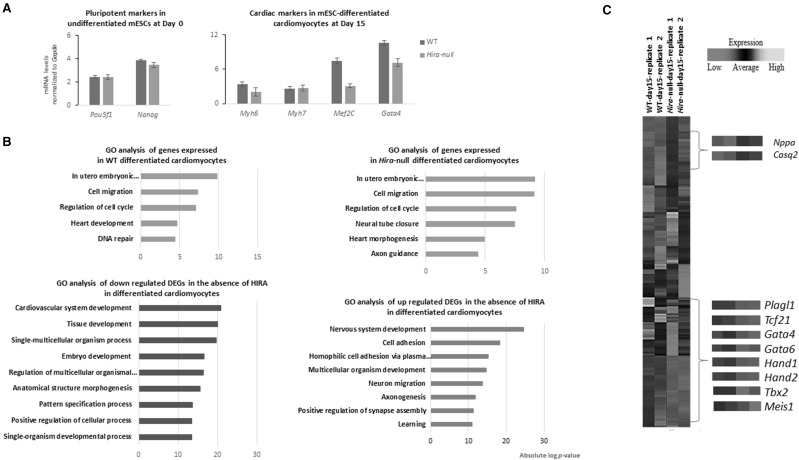
Cardiac genes expression is dysregulated in the absence of HIRA during the differentiation of mESCs into cardiomyocytes. **a** qRT-PCR on WT and *Hira*-null undifferentiated mESCs (Day 0) and differentiated cardiomyocytes (Day 15) displaying an upregulation of *Nanog* and *Pou5f1*, pluripotency markers, at Day 0. On the contrary, the cardiac specific markers *Myh6, Myh7, Mef2c and Gata4* are upregulated in mESCs-differentiated cardiomyocytes at Day 15. This experiment is representative of three biological experiments. The error bars represent variation between technical triplicates **b** Significantly enriched GO terms (biological process) of expressed genes (orange) in WT and *Hira*-null differentiated cardiomyocytes (adjusted *p* value ≤ 0.05 and FDR ≤ 0.1) and of down regulated (blue) or up regulated (red) DEGs in the absence of HIRA (adjusted *p* value ≤ 0.05 and FDR ≤ 0.1) in our RNA-seq analysis at day 15 of differentiation. **c** Heatmaps displaying the DEG levels in each of the cells at day 15 of differentiation. Genes related to cardiac development are magnified. Two biological replicates from distinct experiments are represented. (Color figure online)

Gene ontology (GO) biological process analysis was performed on the genes expressed in WT and *Hira*-null differentiated cardiomyocytes. 

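Heart muscle cells switch on cardiac transcription factors first and the sarcomere, the contractile unit of the fibre, later, while the genes that keep stem cells pluripotent are switched off. Myh6 and Myh7 encode the alpha and beta heavy chains of cardiac myosin and lie side by side on chromosome 14. At day 15, 12674 genes were at FPKM 1 or more in both WT libraries and 12583 in both libraries labelled Hira-null, in which Hira read no lower than in WT. They shared 11981 genes, 94.5% of the WT set and 95.2% of the other. Of 34 cardiac transcription factors tested, 28 were higher at day 15 than at day 0 in WT, 3 were lower and 3 did not pass the test (28 and 3 adjusted over the list alone; median log2 fold change 1.70, adjusted p = 1.08e-06). In Hira-null 27 were higher and 5 lower (median 1.27, adjusted p = 2.35e-04, and adjusted p = 0.0775 with an estimated correlation). Among 32 contractile genes, 27 rose and 2 fell in WT, 1 without WT day 15 replicate 1 (28 and 2 adjusted over the list alone; median 1.53, adjusted p = 5.43e-07), and 24 rose and 4 fell in Hira-null (median 1.73, adjusted p = 2.35e-04). Myh6 was at 4.06 ± 0.543 FPKM at day 0 and 42.2 ± 0.588 FPKM at day 15 in WT (log2 fold change 3.10, adjusted p = 6.19e-07), and at 1.12 ± 0.447 FPKM at day 0 and 28.5 ± 2.61 FPKM at day 15 in Hira-null (log2 fold change 3.81, adjusted p = 1.32e-07). Myh7 was at 2.41 ± 0.268 FPKM at day 0 and 13.0 ± 0.111 FPKM at day 15 in WT, and at 0.949 ± 0.253 FPKM at day 0 and 7.198 ± 1.502 FPKM at day 15 in Hira-null, and reads of this pair can be shared because their sequences are alike. Mef2c, a transcription factor of the heart field and of muscle, was at 0.0698 ± 0.0477 FPKM at day 0 and 3.06 ± 0.212 FPKM at day 15 in WT and at 0.0222 ± 0.0314 FPKM at day 0 and 1.12 ± 0.0405 FPKM at day 15 in Hira-null. Genes that handle calcium in heart muscle were higher at day 15 for 14 of 18 in WT (adjusted p = 8.67e-04, and adjusted p = 0.0566 with an estimated correlation) and for 13 in Hira-null (adjusted p = 0.00689, and adjusted p = 0.0775 with an estimated correlation). Of 27 pluripotency genes, 26 fell in WT (median −2.37, adjusted p = 3.73e-14) and 26 in Hira-null (median −2.34, adjusted p = 2.13e-11). Pou5f1, which encodes the stem cell factor OCT4, was at 621 ± 28.3 FPKM at day 0 and 82.0 ± 5.97 FPKM at day 15 in WT and at 908 ± 5.12 FPKM at day 0 and 144 ± 7.74 FPKM at day 15 in Hira-null, and so remained measurable at day 15. Nanog, another such factor, was at 262 ± 13.6 FPKM at day 0 and 34.3 ± 1.15 FPKM at day 15 in WT and at 305 ± 2.46 FPKM at day 0 and 21.9 ± 0.790 FPKM at day 15 in Hira-null.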

Genes related to heart development and morphogenesis were expressed in both cell types, indicating successful differentiation into cardiac lineage in both cells (Fig. 1b). However, GO analysis of the differentially expressed genes (DEGs) show that genes related to cardiovascular development were relatively depleted in *Hira*-null compared to WT mESCs-differentiated cardiomyocytes (*p* value = 4.1 × 10^−21^). 

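Blood vessels form when mesoderm cells become endothelium, the cell layer that lines the vessel wall and the inner surface of the heart. Endothelial cells hold together through VE-cadherin, encoded by Cdh5, and PECAM-1, encoded by Pecam1, and their formation depends on transcription factors of the SOX family. Of 35 endothelial and vasculogenesis genes tested at day 15, 24 were lower in libraries labelled Hira-null than in WT, 1 was higher and 10 did not pass the test (25 lower and 1 higher adjusted over the list alone). The median log2 fold change was −0.85 (camera, adjusted p = 9.08e-08, and adjusted p = 0.0471 with an estimated correlation). The higher gene was Mmrn2, singled out after its value was seen, which was not past the test without WT day 15 replicate 1 (adjusted p = 0.105), WT day 15 replicate 2 (adjusted p = 0.0931) or Hira-null day 15 replicate 2 (adjusted p = 0.0698). Cdh5 lies on chromosome 8 from 106625525 to 106668402 of NCBIM37. It was at 7.90 ± 0.885 FPKM in WT and 0.605 ± 0.338 FPKM in libraries labelled Hira-null (log2 fold change −2.48, standard error 0.19, adjusted p = 6.59e-05). Pecam1 lies on chromosome 11 from 106515531 to 106611942. It was at 15.5 ± 0.673 FPKM in WT and 4.16 ± 0.404 FPKM in libraries labelled Hira-null (log2 fold change −1.68, standard error 0.10, adjusted p = 1.60e-05). Sox7 encodes a SOX factor of early endothelium and of endoderm and was at 3.19 ± 0.592 FPKM in WT and 0.365 ± 0.0300 FPKM in libraries labelled Hira-null (log2 fold change −1.61, adjusted p = 3.48e-04), and it was also lower at day 0 (log2 fold change −2.39, adjusted p = 4.30e-05). Sox18, its close relative in vessels and lymphatics, was at 3.65 ± 0.313 FPKM in WT and 0.197 ± 0.180 FPKM in libraries labelled Hira-null (log2 fold change −1.96, adjusted p = 3.58e-04). Tie1, an endothelial receptor kinase, was at 2.63 ± 0.00921 FPKM in WT and 0.408 ± 0.0784 FPKM in libraries labelled Hira-null (log2 fold change −1.37, adjusted p = 3.73e-04). Ramp2, part of the adrenomedullin receptor of vessels, fell by 2.60 on the log2 scale, and shares exons with Vps25. Genes of another cell type moved with this group, as 21 of 28 genes of visceral endoderm and liver were also lower at day 15 and 3 were higher. Hira read no lower in these libraries labelled Hira-null than in WT.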

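Neural progenitors carry the intermediate filament nestin, encoded by Nes, and the fatty acid binding protein of radial glia, encoded by Fabp7. Young neurons replace these with neuronal tubulin, encoded by Tubb3, the growth cone protein stathmin 2, encoded by Stmn2, and RNA-binding proteins such as Elavl3. Of 48 genes of neuronal differentiation and synapses tested at day 15, 35 were higher in libraries labelled Hira-null than in WT, 2 were lower and 11 did not pass the test (38 and 4 adjusted over the list alone; median log2 fold change 0.90). Camera gave adjusted p = 3.07e-09 for this list, and adjusted p = 0.0352 with an estimated correlation. Stmn2 lies on chromosome 3 from 8509527 to 8561604 of NCBIM37. It was at 24.5 ± 4.08 FPKM in WT and 64.2 ± 0.0142 FPKM in libraries labelled Hira-null (log2 fold change 1.37, standard error 0.10, adjusted p = 5.26e-05). Tubb3 lies on chromosome 8 from 125935324 to 125945915. It was at 54.7 ± 3.08 FPKM in WT and 113 ± 7.52 FPKM in libraries labelled Hira-null (log2 fold change 1.03, standard error 0.08, adjusted p = 6.02e-05). Elavl3 was at 3.79 ± 0.157 FPKM in WT and 15.4 ± 0.973 FPKM in libraries labelled Hira-null (log2 fold change 1.78, adjusted p = 6.30e-05), and Map2, a protein of dendritic microtubules, was at 10.4 ± 1.09 FPKM in WT and 34.2 ± 4.45 FPKM in libraries labelled Hira-null (log2 fold change 1.62, adjusted p = 1.50e-04). Of the neuronal genes 22 were higher without WT day 15 replicate 2, and 1 or fewer were lower without that library or WT day 15 replicate 1. Of 31 neural progenitor and patterning factors, 22 were higher, 0 were lower and 9 did not pass the test (22 and 0 adjusted over the list alone; median log2 fold change 0.82). The list was past the test with the preset correlation (adjusted p = 1.08e-07), and not past it at adjusted p = 0.0679 with an estimated correlation, and 13 factors were higher without WT day 15 replicate 1. Nes was at 47.5 ± 0.122 FPKM in WT and 95.4 ± 6.91 FPKM in libraries labelled Hira-null (log2 fold change 0.99, adjusted p = 9.46e-05) and Fabp7 at 43.2 ± 4.35 FPKM in WT and 199 ± 26.7 FPKM in libraries labelled Hira-null (log2 fold change 2.18, adjusted p = 2.60e-05). En2, a patterning factor of the midbrain and hindbrain, was at 1.83 ± 0.168 FPKM in WT and 10.7 ± 0.953 FPKM in libraries labelled Hira-null (log2 fold change 2.05, adjusted p = 3.76e-05). These are cultures of mixed cells, in which more neural cells and more mRNA per cell give the same values, and Hira read no lower in the day 15 libraries labelled Hira-null than in WT.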

On the contrary genes related to the nervous system development were upregulated in the absence of HIRA. We found 1680 DEGs of which 1641 encode known genes including 108 cardiac genes and 39 were non-coding RNAs (*p* value ≤ 0.05 and FC = ± 2) (Fig. 1c).

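Some of the genes with the largest changes at day 15 are imprinted, expressed from the copy of one parent, and others mark a single tissue, as Afp does the yolk sac and liver. Of 14337 genes tested with limma, 2673 were higher and 2690 lower in libraries labelled Hira-null than in WT at an adjusted p of 0.05 or less. With a fold change of 2 or more as well, the paper's thresholds, 685 were higher and 585 lower, 1270 in all. Without WT day 15 replicate 1 the adjusted p alone called 1323 higher and 1280 lower, and without WT day 15 replicate 2 1261 and 1370. In the authors' deposited table, 1680 genes pass both thresholds, 903 higher and 777 lower, and 1173 of these also pass both here. Afp, the fetal albumin-like protein of yolk sac and liver, was at 55.3 ± 1.16 FPKM in WT and 0.0538 ± 0.0761 FPKM in libraries labelled Hira-null (log2 fold change −5.74, standard error 0.29, adjusted p = 1.10e-05) and lies on chromosome 5 from 90919740 to 90937933 of NCBIM37. Apoa1, the main protein of high-density lipoprotein, was at 18.2 ± 1.86 FPKM in WT and 0.451 ± 0.487 FPKM in libraries labelled Hira-null (log2 fold change −3.77, adjusted p = 2.32e-05). H19, an imprinted non-coding RNA with the microRNA Mir675 in its exon, was at 3916 ± 35.9 FPKM in WT and 109 ± 11.4 FPKM in libraries labelled Hira-null (log2 fold change −5.15, adjusted p = 4.69e-09). S100g, a calcium-binding protein of yolk sac and gut epithelium, was at 31.1 ± 2.05 FPKM in WT and 0.351 ± 0.496 FPKM in libraries labelled Hira-null (log2 fold change −4.62, adjusted p = 3.19e-05), and Srgn, the proteoglycan serglycin of blood cells and parietal endoderm, was at 13.7 ± 0.529 FPKM in WT and 0.355 ± 0.344 FPKM in libraries labelled Hira-null (log2 fold change −3.47, adjusted p = 1.12e-05). Gkn2, a stomach protein, was at 14.7 ± 5.10 FPKM in WT and is listed at 0 in both libraries labelled Hira-null. Car3, a carbonic anhydrase of muscle and fat, was at 15.9 ± 1.01 FPKM in WT and 266 ± 17.7 FPKM in libraries labelled Hira-null (log2 fold change 3.98, standard error 0.28, adjusted p = 4.92e-05) and lies on chromosome 3 from 14863538 to 14872351. Cdkn1c, an imprinted inhibitor of the cell cycle, was at 15.3 ± 0.270 FPKM in WT and 123 ± 19.5 FPKM in libraries labelled Hira-null (log2 fold change 2.92, adjusted p = 1.17e-05). Wif1, which binds WNT proteins, was at 1.93 ± 0.685 FPKM in WT and 20.5 ± 0.752 FPKM in libraries labelled Hira-null, Ly6h, a brain protein of the LY6 family, at 2.51 ± 0.152 FPKM in WT and 25.1 ± 4.77 FPKM in libraries labelled Hira-null, and Cbln1, a synapse organizer of the cerebellum, at 4.36 ± 0.189 FPKM in WT and 34.1 ± 1.10 FPKM in libraries labelled Hira-null. Zfp536, a zinc finger repressor of neuronal differentiation, was at 1.502 ± 0.428 FPKM in WT and 14.4 ± 1.16 FPKM in libraries labelled Hira-null (log2 fold change 2.63, adjusted p = 6.59e-05). Short RNAs such as Mir762, Scarna9 and Scarna10 were also among the largest changes, but libraries of messenger RNA measure them poorly. Scarna9 lost its call with any day 15 library left out (log2 fold change −4.27 without WT day 15 replicate 1 and −3.47 without replicate 2).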

Gene Set Enrichment Analysis (GSEA) was performed on the DEGs and we identified 52 gene sets negatively enriched and 54 gene sets positively enriched in the absence of HIRA (*p* value ≤ 0.01 and FDR ≤ 0.1). Enrichment map was used to visualize and functionally categorize these different gene sets, and showed an under representation of GO-terms related to cardiovascular development, immune system development and DNA repair, and over representation of GO terms related to nervous system development and neurotransmission (Fig. 2a). Accordingly, the gene sets related to cardiac septum development and cardiac chamber development were both negatively enriched (Fig. 2b). 

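Blood cells arise beside endothelium in differentiating cultures, with embryonic red cells and macrophages appearing first. Macrophages express the complement protein C1q, the oxidase subunit encoded by Cybb and the chemokine receptor CX3CR1, and early blood progenitors carry the receptor KIT. DNA repair genes such as Brca1, which acts in homologous recombination, are expressed most in dividing cells. Of 32 leukocyte and blood progenitor genes tested at day 15, 22 were lower in libraries labelled Hira-null, 0 were higher and 10 did not pass the test (25 lower adjusted over the list alone; median log2 fold change −0.92, adjusted p = 4.33e-08, and adjusted p = 0.0856 with an estimated correlation). Leaving out WT day 15 replicate 1, 12 were lower. Kit lies on chromosome 5 from 75970941 to 76052747 of NCBIM37. It was at 26.7 ± 1.11 FPKM in WT and 6.42 ± 0.759 FPKM in libraries labelled Hira-null (log2 fold change −1.90, standard error 0.10, adjusted p = 1.12e-05), and it is also expressed in germ cells and melanocyte precursors. C1qc was at 11.4 ± 1.30 FPKM in WT and 2.27 ± 0.106 FPKM in libraries labelled Hira-null (log2 fold change −1.92, adjusted p = 8.95e-05), Cybb at 1.82 ± 0.111 FPKM in WT and 0.289 ± 0.127 FPKM in libraries labelled Hira-null and Cx3cr1 at 4.97 ± 1.30 FPKM in WT and 1.43 ± 0.0764 FPKM in libraries labelled Hira-null. Of 6 erythroid genes, 4 were lower and 0 higher (median log2 fold change −1.96, adjusted p = 3.81e-04, and adjusted p = 0.0679 with an estimated correlation). The embryonic globins Hba-x, Hbb-bh1 and Hbb-y were at 30.1 ± 0.170, 24.2 ± 3.49 and 9.16 ± 1.84 FPKM in WT and are listed at 0 in both libraries labelled Hira-null, so this median rests on the pseudocount, and globin genes can share reads. Of 53 DNA repair genes, 33 were lower, 1 was higher and 19 did not pass the test (35 and 1 adjusted over the list alone). There were 15 lower without WT day 15 replicate 1 and 17 without replicate 2. Their median log2 fold change was −0.43 (adjusted p = 4.33e-08, and adjusted p = 0.0352 with an estimated correlation). Brca1 lies on chromosome 11 from 101350078 to 101413269. It was at 18.2 ± 0.657 FPKM in WT and 9.36 ± 0.0362 FPKM in libraries labelled Hira-null (log2 fold change −0.89, standard error 0.09, adjusted p = 1.62e-04), and it was also lower at day 0 (log2 fold change −0.72, adjusted p = 3.27e-04). Rpa1, which coats single-stranded DNA, was at 64.2 ± 0.749 FPKM in WT and 41.0 ± 2.34 FPKM in libraries labelled Hira-null (log2 fold change −0.63, adjusted p = 3.78e-04), and Ung, which removes uracil from DNA, at 20.0 ± 0.378 FPKM in WT and 11.4 ± 0.895 FPKM in libraries labelled Hira-null (log2 fold change −0.76, adjusted p = 5.21e-04). The higher repair gene was H2afx, the histone that marks broken DNA, which was not past the test without WT day 15 replicate 2 (adjusted p = 0.279), without WT day 15 replicate 1 (adjusted p = 0.0876), without Hira-null day 15 replicate 2 (adjusted p = 0.140) or without either day 0 library of Hira-null (adjusted p = 0.0583 and 0.0584). Genes of DNA synthesis and the cell cycle moved with the repair genes, with 20 of 37 lower (adjusted p = 0.0526 with an estimated correlation), in libraries in which Hira read no lower than in WT.

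**Figure D2:**
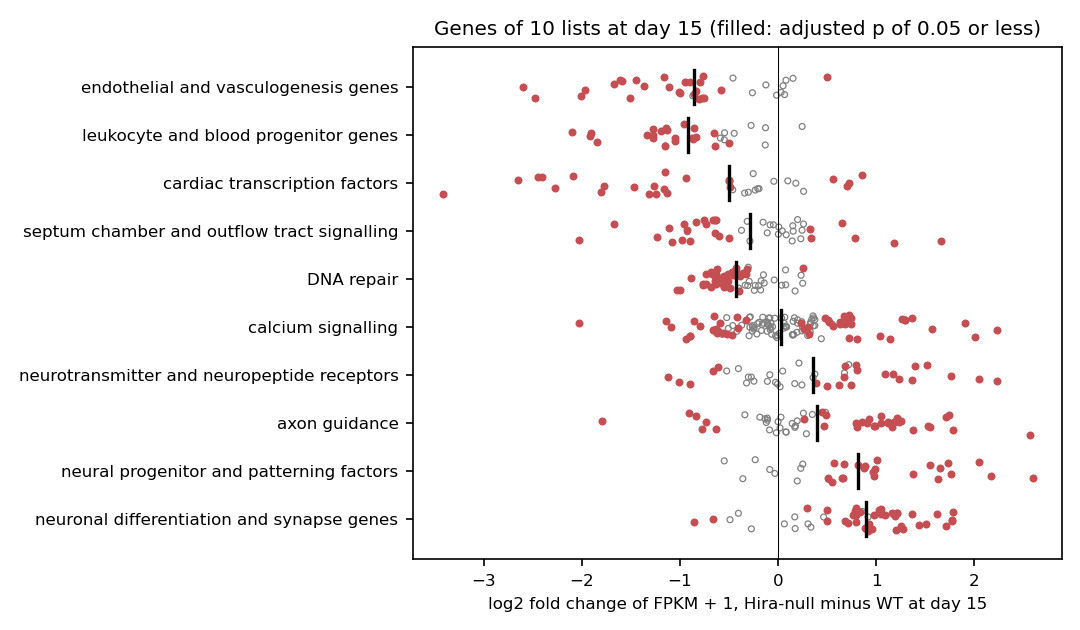
Each point is a gene of one of 10 lists, by its log2 fold change of FPKM + 1 at day 15, libraries labelled Hira-null minus WT, on the horizontal axis. Filled points are at an adjusted p of 0.05 or less and vertical bars are list medians, which run from −0.92 for leukocyte genes to 0.90 for neuronal genes.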

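The septa and outflow tract of the heart form when endocardial cells enter the cushions and neural crest cells enter the outflow tract, guided by BMP, TGF-beta, Notch, retinoic acid and semaphorin signals. PDGFRA is the receptor for platelet-derived growth factor on mesenchymal cells of these tissues, and Has2 makes the hyaluronan of the cushions. Of 43 genes of septum, chamber and outflow tract signalling tested at day 15, 18 were lower in libraries labelled Hira-null, 6 were higher and 19 did not pass the test (19 and 6 adjusted over the list alone). The median log2 fold change was −0.29, with adjusted p = 0.0273 from camera and adjusted p = 0.0936 with an estimated correlation. The list holds genes of Fig. 2c and Fig. 2d, such as Pdgfra and Adam19. The paper chose these on the same libraries, so the list test is not independent evidence. The list was not past the test with a pseudocount of 0.1 (adjusted p = 0.0586) or over genes at FPKM 5 or more only (adjusted p = 0.0819). Pdgfra lies on chromosome 5 from 75548316 to 75594229 of NCBIM37. It was at 26.0 ± 0.784 FPKM in WT and 5.63 ± 0.547 FPKM in libraries labelled Hira-null (log2 fold change −2.03, standard error 0.13, adjusted p = 3.15e-05). At day 0 it was also lower, at 6.27 ± 0.663 FPKM in WT and 1.28 ± 0.0336 FPKM in Hira-null (log2 fold change −1.67, adjusted p = 4.53e-05), and it marks endoderm and fibroblasts too. Rara, a retinoic acid receptor, was at 30.3 ± 0.874 FPKM in WT and 19.7 ± 0.936 FPKM in libraries labelled Hira-null (log2 fold change −0.60, adjusted p = 0.00113), and Rarb, another, at 6.60 ± 0.0925 FPKM in WT and 2.86 ± 0.0901 FPKM in libraries labelled Hira-null (log2 fold change −0.98, adjusted p = 0.00133). Tgfbr3, a co-receptor for TGF-beta needed in the cushions, was at 10.9 ± 0.588 FPKM in WT and 5.18 ± 0.557 FPKM in libraries labelled Hira-null (log2 fold change −0.95, adjusted p = 0.00121). Dll4, a Notch ligand of endothelium, was at 1.75 ± 0.00178 FPKM in WT and 0.289 ± 0.236 FPKM in libraries labelled Hira-null (log2 fold change −1.11, adjusted p = 0.00180) and shares exons with an antisense gene model. Bmp7, a ligand of the cushions and of many other tissues, was higher, at 6.42 ± 0.330 FPKM in WT and 22.6 ± 3.67 FPKM in libraries labelled Hira-null (log2 fold change 1.66, standard error 0.15, adjusted p = 1.00e-04). The other higher genes included Tgfb2, Sema3c and Notch2, singled out after their values were seen. The count of lower genes was 11 without WT day 15 replicate 1 and 10 without replicate 2. Fibroblast markers (median log2 fold change −0.72) and endothelial genes moved the same way at day 15. The septum list shares 2 genes with the endothelial list. Hira read no lower in the libraries labelled Hira-null than in WT at day 15.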

We then examined the genes that were common in the different cardiovascular development gene sets using the lead edge analysis tool in GSEA. We found that *Gata4, Gata6, Hand1, Hand2, Isl1 and Tbx2*, and other genes represented in Fig. 2c, were common in several gene sets. 

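GATA4 binds DNA with TBX5 and NKX2-5 at heart enhancers, and mice without one copy can have septal defects. HAND1 and HAND2 are basic helix-loop-helix factors of the left and right ventricle, and ISL1 marks the second heart field, which gives the right ventricle, the outflow tract and part of the atria. Of 34 cardiac transcription factors tested at day 15, 19 were lower in libraries labelled Hira-null than in WT, 4 were higher and 11 did not pass the test (19 and 4 adjusted over the list alone). The median log2 fold change was −0.50 (camera, adjusted p = 3.91e-06, and adjusted p = 0.0646 with an estimated correlation). The list holds genes of Fig. 2c and Fig. 2d, such as Gata4, Gata6, Hand1 and Tcf21. The paper chose these on the same libraries, so the list test is not independent evidence. Gata4 lies on chromosome 14 from 63817759 to 63890529 of NCBIM37. It was at 21.8 ± 1.82 FPKM in WT and 3.299 ± 0.502 FPKM in libraries labelled Hira-null at day 15 (log2 fold change −2.41, standard error 0.14, adjusted p = 1.57e-05). At day 0 Gata4 was already lower, at 15.7 ± 0.128 FPKM in WT and 1.79 ± 0.203 FPKM in Hira-null (log2 fold change −2.59, standard error 0.13, adjusted p = 8.25e-06), and the genotype effects at the 2 days did not differ past the test (adjusted p = 0.502). Hand1 lies on chromosome 11 from 57642207 to 57646320. It was at 17.7 ± 0.184 FPKM in WT and 2.45 ± 0.452 FPKM in libraries labelled Hira-null (log2 fold change −2.45, standard error 0.13, adjusted p = 1.12e-05), and Hand2, on chromosome 8 from 59799780 to 59803314, at 36.3 ± 2.14 FPKM in WT and 6.73 ± 0.417 FPKM in libraries labelled Hira-null (log2 fold change −2.27, standard error 0.16, adjusted p = 5.06e-05). Hand1 was also lower before differentiation, at 21.8 ± 1.08 FPKM in WT and 4.16 ± 0.136 FPKM in Hira-null (log2 fold change −2.14, adjusted p = 1.49e-05), and its genotype effects at the 2 days did not differ past the test (adjusted p = 0.218). Isl1 lies on chromosome 13 from 117088478 to 117099896. It was at 9.38 ± 1.02 FPKM in WT and 1.98 ± 0.606 FPKM in libraries labelled Hira-null (log2 fold change −1.81, standard error 0.19, adjusted p = 1.97e-04). At day 0 the list held 5 higher and 6 lower genes (adjusted p = 0.327), and the genotype effects at the 2 days differed for 17 of the 34 (camera on this difference, adjusted p = 0.00469, and adjusted p = 0.144 with an estimated correlation). These differed for 11 without WT day 15 replicate 1, and the day 0 list held 3 higher genes without WT day 0 replicate 2 or Hira-null day 0 replicate 1. The higher factors at day 15 were Foxc1, Hey1, Irx5 and Tbx18, singled out after their values were seen, and 1 or fewer were higher without WT day 15 replicate 1, WT day 15 replicate 2 or Hira-null day 15 replicate 2. Of the 33 genes of Fig. 2c, 32 were lower at day 15, 24 of them by 2-fold or more, and 8 were also lower at day 0 while 3 were higher. Their log2 fold changes ran from −2.87 to −0.76, but the paper chose these genes on the same libraries, so this count is not independent evidence. The exception was Tnni3, cardiac troponin I (log2 fold change −0.97, adjusted p = 0.0951), which was past the test without Hira-null day 0 replicate 1 (adjusted p = 0.0117) or replicate 2 (adjusted p = 0.0112). Gata4 is also a factor of extraembryonic endoderm, and 13 of 16 parietal endoderm genes were lower at day 15 and 14 at day 0. In the day 15 libraries labelled Hira-null, Hira read no lower than in WT.

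**Figure D3:**
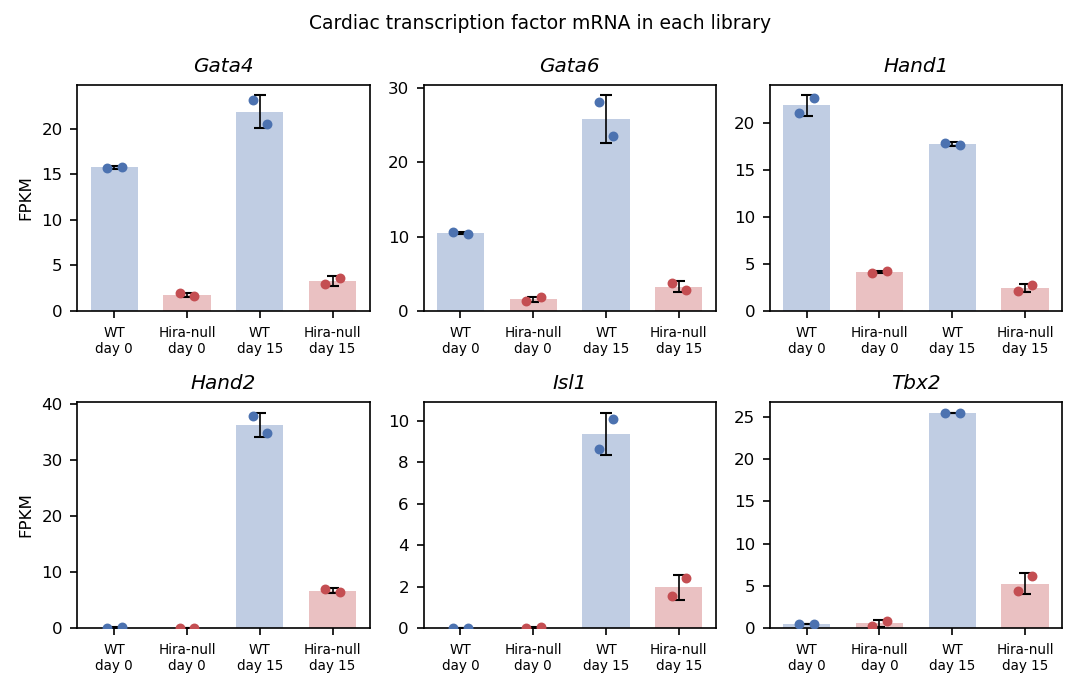
Gata4, Gata6, Hand1, Hand2, Isl1 and Tbx2 mRNA as FPKM on the vertical axes, by genotype label and day on the horizontal axes, with bars for means, error bars for SD (n = 2) and points for single libraries. At day 15 each is lower in both libraries labelled Hira-null than in both WT libraries, and Gata4, Gata6 and Hand1 are also lower at day 0.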

We then validated a subset of these genes by qRT-PCR from independently isolated mRNA sample sets (Fig. 2d).

**Fig. 2:**
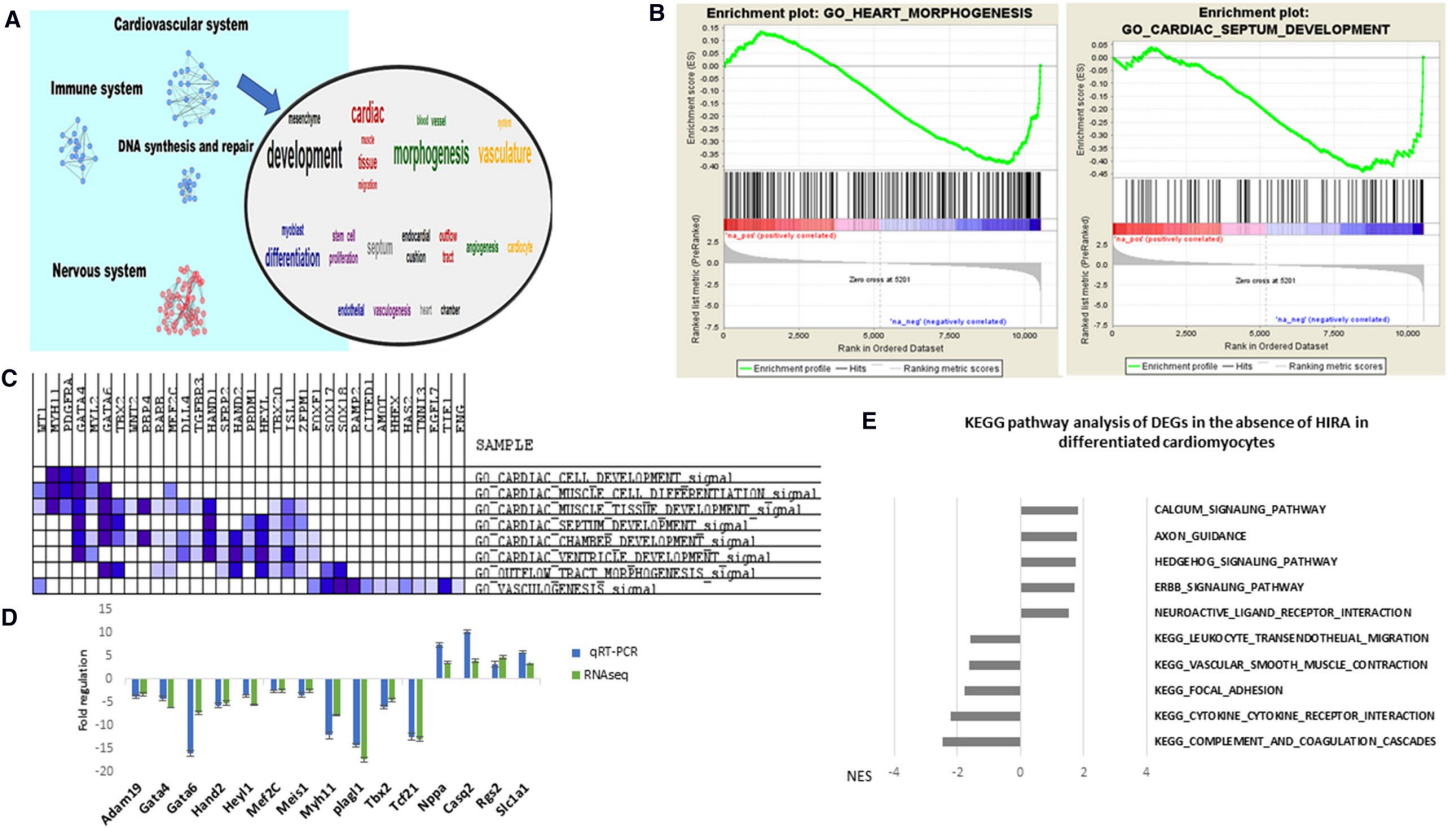
Genome-wide analysis of the effects of HIRA on transcription during the differentiation of mESCs into cardiomyocytes. **a** Enrichment map of gene sets and Word Cloud performed on the DEGs, with the highlight of the most frequent terms in the cardiovascular system cluster. Gene sets in blue are down regulated and the one in red are up regulated in the absence of HIRA. **b** Enrichment plots displaying the negative enrichment of GO Heart morphogenesis (NES = − 1.65, FDR = 0.08) and cardiac septum development (NES = − 1.67, FDR = 0.076). **c** Heatmap displaying the clustered genes in the leading edge subset of cardiovascular-related gene sets with their overlap with the GO terms. The shades of blue varies with the down regulation of the DEG in the absence of HIRA (Darker blue is for the most downregulated DEG). **d** qRT-PCR validation and RNAseq results displayed by fold changes in *Hira*-null compared to WT differentiated cardiomyocytes of a selection of DEG involved in heart development. Two different biological replicates were used for RNA-seq. Technical replicates from a single experiment for the q-PCR is displayed and is representative of three different biological replicates. **e** KEGG pathway analysis using GSEA on the DEGs in the absence of HIRA (adjusted *p* value ≤ 0.05 and FC = ± 2). X-axis shows the normalized enrichment score (NES) with the bars on the right and left sides of the Y-axis showing pathways that are positively and negatively enriched respectively. (Color figure online)

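The genes of Fig. 2d encode cardiac transcription factors, smooth muscle and contractile proteins, a hormone and a transporter. Nppa encodes atrial natriuretic peptide, which marks chamber muscle, and Casq2 encodes the calcium store protein of the cardiac sarcoplasmic reticulum. Of the 15 genes, 11 were lower in libraries labelled Hira-null than in WT at day 15, 10 of them by 2-fold or more, and 4 were higher. The list comes from the same libraries, so these counts are not independent evidence. Plagl1, an imprinted zinc finger gene on chromosome 10 from 12810497 to 12851500 of NCBIM37, was at 112 ± 3.33 FPKM in WT and 6.32 ± 0.383 FPKM in libraries labelled Hira-null (log2 fold change −3.95, standard error 0.13, adjusted p = 2.30e-06). Tcf21, a factor of epicardium and of its fibroblasts, was at 19.6 ± 0.915 FPKM in WT and 0.937 ± 0.356 FPKM in libraries labelled Hira-null (log2 fold change −3.42, standard error 0.17, adjusted p = 1.10e-05). Myh11, the smooth muscle myosin heavy chain, was at 9.80 ± 0.336 FPKM in WT and 1.14 ± 0.340 FPKM in libraries labelled Hira-null (log2 fold change −2.35, adjusted p = 5.27e-05), and Heyl, a Notch target in vessels, at 4.59 ± 0.293 FPKM in WT and 0.652 ± 0.291 FPKM in libraries labelled Hira-null (log2 fold change −1.77, adjusted p = 1.82e-04). For Mef2c the log2 fold change between the genotypes was −0.94 (adjusted p = 0.00213). Casq2 lies on chromosome 3 from 101890338 to 101950437. It was higher, at 0.652 ± 0.153 FPKM in WT and 3.71 ± 0.132 FPKM in libraries labelled Hira-null (log2 fold change 1.51, standard error 0.16, adjusted p = 2.38e-04). Rgs2, a brake on G protein signals in heart and vessels, was at 4.602 ± 0.471 FPKM in WT and 23.3 ± 0.145 FPKM in libraries labelled Hira-null (log2 fold change 2.12, adjusted p = 6.07e-05). Nppa, which shares exons with an antisense gene model, was at 0.552 ± 0.238 FPKM in WT and 5.03 ± 0.228 FPKM in libraries labelled Hira-null (log2 fold change 1.97, adjusted p = 9.86e-05), and Slc1a1, a glutamate transporter with another such overlap, at 0.491 ± 0.249 FPKM in WT and 2.58 ± 0.845 FPKM in libraries labelled Hira-null (log2 fold change 1.25, adjusted p = 0.00253). The qRT-PCR bars of Fig. 2d run the same way as these values, and Hira itself read no lower in the libraries labelled Hira-null than in WT.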

Altogether, the expression of cardiovascular development-related genes, and more precisely cardiac chamber and septal development associated genes was down regulated in the absence of HIRA.

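Beating depends on the sarcomere, where myosin pulls on actin under the control of troponin and tropomyosin, and on desmin, the filament that ties sarcomeres together. Atrial and ventricular muscle use different myosin light chains, Myl7 and Myl2, so both mark the chambers. Of 32 cardiomyocyte contractile genes tested at day 15, 12 were lower in libraries labelled Hira-null, 5 were higher and 15 did not pass the test (13 and 5 adjusted over the list alone). The median log2 fold change was −0.30 (adjusted p = 0.0400, and adjusted p = 0.117 with an estimated correlation). The list was not past the test without WT day 15 replicate 2 (adjusted p = 0.0612), Hira-null day 15 replicate 1 (adjusted p = 0.0555) or Hira-null day 15 replicate 2 (adjusted p = 0.0514), or with quantile normalization (adjusted p = 0.0509). The genotype effect on this list did not differ between the days past the test (adjusted p = 0.507). Myl7 lies on chromosome 11 from 5796640 to 5798785 of NCBIM37. It was at 66.9 ± 2.801 FPKM in WT and 12.1 ± 0.307 FPKM in libraries labelled Hira-null (log2 fold change −2.37, standard error 0.11, adjusted p = 7.68e-06). Myl2 was at 16.0 ± 0.817 FPKM in WT and 4.69 ± 0.872 FPKM in libraries labelled Hira-null (log2 fold change −1.59, adjusted p = 0.00104), and it shares exons with the antisense gene Ccdc63. Fabp3, which carries fatty acids in heart muscle, was at 47.2 ± 7.78 FPKM in WT and 17.6 ± 0.584 FPKM in libraries labelled Hira-null, and Des, desmin, at 25.3 ± 0.761 FPKM in WT and 2.28 ± 0.945 FPKM in libraries labelled Hira-null, and both overlap antisense gene models. Tpm1, alpha-tropomyosin, was higher, at 287 ± 5.01 FPKM in WT and 440.1 ± 28.4 FPKM in libraries labelled Hira-null (log2 fold change 0.61, standard error 0.08, adjusted p = 4.55e-04), as was Nppa. Of the contractile genes 5 were lower and 2 higher without WT day 15 replicate 1, and 6 lower without replicate 2. Myh6 had a log2 fold change of −0.55 between the genotypes (adjusted p = 0.0272) and Myh7 of −0.79 (adjusted p = 0.00803), and both were also lower at day 0 (−1.27 and −0.81). At day 15 neither was past the test without WT day 15 replicate 1 (adjusted p = 0.191 and 0.0830) or replicate 2 (adjusted p = 0.172 and 0.0786), nor Myh6 without Hira-null day 15 replicate 1 (adjusted p = 0.112). Markers of fibroblasts moved as well, with 13 of 19 lower (8 without WT day 15 replicate 1) and 1 higher, and Col1a2, a chain of type I collagen, was at 363 ± 25.1 FPKM in WT and 82.7 ± 15.1 FPKM in libraries labelled Hira-null (log2 fold change −2.13, adjusted p = 5.31e-05). Of the 45 genes named in Fig. 1a, Fig. 1c, Fig. 2c and Fig. 2d, 39 were lower, 5 were higher, and the genotype effects at the 2 days differed for 31. The genes of Fig. 1c, Fig. 2c and Fig. 2d were chosen on these libraries, so these counts are not independent evidence. From the negative enrichment of gene sets of septum and chamber development, the genes that cardiovascular sets share and qRT-PCR of some of these, the paper concludes that genes of cardiovascular development, and more narrowly those of chambers and septa, are expressed at a lower level without HIRA. At day 15 Hira read no lower in the libraries labelled Hira-null than in WT.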

### HIRA affects calcium signalling and vascular smooth muscle contraction pathways

We then investigated the pathways affected by the absence of HIRA. KEGG pathway analysis was done on the pre-ranked list of DEGs using GSEA (*p* value ≤ 0.05 and FC = ± 2). Interestingly, calcium signalling pathway was the most positively enriched (normalized enrichment score (NES) = 1.82, *p* value = 0.019 and FDR = 0.19). In addition, axon guidance and neuroactive ligand-receptor interaction pathways, two pathways related to the nervous system, were positively enriched. Conversely, the vascular smooth muscle contraction pathway was negatively enriched (NES = − 1.63, *p* value = 0.026 and FDR = 0.17). 

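The calcium signalling pathway joins receptors that raise calcium inside the cell to the channels, pumps and kinases that read it, and many of its members work in neurons as well as in muscle. In heart muscle a smaller set, with Casq2, the calcium pump Atp2a2 and the channel genes Cacna1c and Ryr2, links the action potential to contraction. Of 122 calcium signalling genes tested at day 15, 30 were higher in libraries labelled Hira-null, 21 were lower and 71 did not pass the test (30 and 21 adjusted over the list alone). Without WT day 15 replicate 1 there were 14 higher and 7 lower, and without replicate 2 13 and 11. Camera on this list, with a median log2 fold change of 0.03, gave adjusted p = 0.625. Preranked GSEA gave a normalized enrichment score of 1.22 (adjusted p = 0.154), and fry, which asks whether the members move one way on balance without other genes for comparison, gave adjusted p = 0.0318. Tacr1, the substance P receptor of neurons, lies on chromosome 6 from 82352328 to 82510097 of NCBIM37. It was at 0.858 ± 0.347 FPKM in WT and 7.70 ± 0.0223 FPKM in libraries labelled Hira-null (log2 fold change 2.24, standard error 0.18, adjusted p = 6.96e-05). Erbb4, the neuregulin receptor of heart and brain, lies on chromosome 1 from 68078760 to 69154633. It was at 1.74 ± 0.0469 FPKM in WT and 9.32 ± 0.796 FPKM in libraries labelled Hira-null (log2 fold change 1.91, standard error 0.15, adjusted p = 7.35e-05). Cckar, a receptor for cholecystokinin, was at 0.138 ± 0.113 FPKM in WT and 3.57 ± 0.174 FPKM in libraries labelled Hira-null (log2 fold change 2.01, adjusted p = 7.56e-05). Among the lower members were Pdgfra, the mitochondrial channel gene Vdac1 and Pdgfrb, of which Vdac1 was singled out after its value was seen. Pdgfrb, the receptor of pericytes and fibroblasts, was at 31.9 ± 1.46 FPKM in WT and 20.5 ± 1.10 FPKM in libraries labelled Hira-null and not past the test without WT day 15 replicate 1 (adjusted p = 0.0569). Of 18 cardiac calcium handling genes, 5 were higher, 3 were lower and 10 did not pass the test (5 and 4 adjusted over the list alone; median log2 fold change 0.03, adjusted p = 0.836). The higher count was 1 with either WT day 15 library left out alone and 2 without Hira-null day 15 replicate 2, and the lower count was 1 or fewer without any of these 3. Besides Casq2 the higher genes included Cacna1g, Cacnb2 and Cacna1h. Cacna1g, a T-type calcium channel of pacemaker cells, was at 16.8 ± 1.61 FPKM in WT and 26.7 ± 2.22 FPKM in libraries labelled Hira-null (log2 fold change 0.63, adjusted p = 0.0114), but it was not past the test without WT day 15 replicate 1 (adjusted p = 0.0641), WT day 15 replicate 2 (adjusted p = 0.134) or Hira-null day 15 replicate 2 (adjusted p = 0.0631). Cacnb2 and Cacna1h also lost the call without WT day 15 replicate 2 (adjusted p = 0.0533 and 0.220), and without replicate 1 (adjusted p = 0.104 and 0.0637), Cacnb2 without Hira-null day 15 replicate 1 (adjusted p = 0.0606) and Cacna1h without replicate 2 (adjusted p = 0.136). The calcium list shares 15 genes with a list of neurotransmitter receptors, and Hira read no lower in the libraries labelled Hira-null than in WT.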

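Growing axons read netrins, slits, semaphorins and ephrins, and the same cues steer vessels and neural crest cells. Netrin 1, encoded by Ntn1, attracts axons through DCC, and slit proteins repel them. Of 54 axon guidance genes tested at day 15, 27 were higher in libraries labelled Hira-null, 6 were lower and 21 did not pass the test (29 and 6 adjusted over the list alone). Their median log2 fold change was 0.40 (adjusted p = 8.35e-05, and adjusted p = 0.0712 with an estimated correlation). Ntn1 was at 43.3 ± 4.11 FPKM in WT and 262 ± 16.5 FPKM in libraries labelled Hira-null (log2 fold change 2.57, standard error 0.18, adjusted p = 4.18e-05), and it shares exons with a gene model on its strand. Slit2 lies on chromosome 5 from 48374394 to 48697521 of NCBIM37. It was at 34.7 ± 1.41 FPKM in WT and 104 ± 0.636 FPKM in libraries labelled Hira-null (log2 fold change 1.55, standard error 0.12, adjusted p = 6.83e-05). Dpysl5, a protein of growth cones, was at 12.6 ± 0.702 FPKM in WT and 30.7 ± 0.0816 FPKM in libraries labelled Hira-null (log2 fold change 1.22, adjusted p = 1.12e-04), while Unc5c, a netrin receptor that mediates repulsion, was lower, at 16.6 ± 0.718 FPKM in WT and 4.07 ± 0.0425 FPKM in libraries labelled Hira-null (log2 fold change −1.79, adjusted p = 7.56e-05). Of 41 neurotransmitter and neuropeptide receptor genes, 17 were higher, 5 were lower and 19 did not pass the test (19 and 6 adjusted over the list alone; median log2 fold change 0.36). Camera gave adjusted p = 0.0210, adjusted p = 0.0936 with an estimated correlation, and adjusted p = 0.0586 with a pseudocount of 0.1. Gabra2, a subunit of the GABA receptor, was at 0.107 ± 0.151 FPKM in WT and 3.60 ± 0.617 FPKM in libraries labelled Hira-null. Adra2a, an adrenergic receptor, was at 1.01 ± 0.0321 FPKM in WT and 5.86 ± 0.354 FPKM in libraries labelled Hira-null (log2 fold change 1.77, adjusted p = 1.11e-04). The lower receptor genes included Sstr2 and Gabra3, singled out after their values were seen. Higher receptor genes numbered 11 with either WT day 15 library left out alone, and lower ones 3 without WT day 15 replicate 1 or Hira-null day 15 replicate 1 and 2 without WT day 15 replicate 2. Hira read no lower in the libraries labelled Hira-null than in WT.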

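Smooth muscle of the vessel wall contracts through its own myosin and actin and relaxes when nitric oxide activates soluble guanylate cyclase, made of the chains encoded by Gucy1a3 and Gucy1b3. Transgelin, encoded by Tagln, and smooth muscle actin, encoded by Acta2, mark these cells, and early cardiomyocytes and myofibroblasts express both as well. Of 33 genes of vascular smooth muscle contraction tested at day 15, 16 were lower in libraries labelled Hira-null, 4 were higher and 13 did not pass the test (17 and 5 adjusted over the list alone). Over the list the median log2 fold change was −0.32 (adjusted p = 0.00160, and adjusted p = 0.0926 with an estimated correlation). Gucy1b3 lies on chromosome 3 from 81835926 to 81878633 of NCBIM37. It was at 19.2 ± 0.544 FPKM in WT and 2.69 ± 0.535 FPKM in libraries labelled Hira-null (log2 fold change −2.46, standard error 0.19, adjusted p = 6.02e-05). Gucy1a3 lies on chromosome 3 from 81896350 to 81949799. It was at 4.58 ± 0.129 FPKM in WT and 0.461 ± 0.209 FPKM in libraries labelled Hira-null (log2 fold change −1.94, standard error 0.17, adjusted p = 9.88e-05). Tagln was at 425 ± 26.0 FPKM in WT and 256 ± 8.22 FPKM in libraries labelled Hira-null (log2 fold change −0.73, adjusted p = 3.30e-04) and shares exons with the antisense gene Pcsk7. Acta2 was at 554 ± 39.1 FPKM in WT and 406 ± 10.5 FPKM in libraries labelled Hira-null (log2 fold change −0.45, adjusted p = 0.00182), and both were also lower at day 0 (log2 fold change −1.51 for Tagln and −0.62 for Acta2). Myl6, a light chain found in most cells, was higher, at 244 ± 2.64 FPKM in WT and 386 ± 2.45 FPKM in libraries labelled Hira-null (log2 fold change 0.66, adjusted p = 1.83e-04), as was Adcy5, singled out after its value was seen, and the higher genes numbered 2 without WT day 15 replicate 1, WT day 15 replicate 2 or Hira-null day 15 replicate 2. Fibroblast markers, with 13 of 19 lower (8 without WT day 15 replicate 1; median −0.72), and endothelial genes, with 24 of 35 lower (median −0.85), moved the same way. The difference between day 15 and day 0 in the genotype effect on this list gave adjusted p = 0.0631. Hira read no lower in the libraries labelled Hira-null than in WT.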

Considering the studies that link HIRA to interferon-stimulated genes [34], it is interesting to mention that leukocyte transendothelial migration pathways, which is related to the immune system is also negatively enriched (Fig. 2e).

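White blood cells leave vessels by binding endothelial adhesion proteins and crossing junctions, so this pathway holds genes of endothelium, of leukocytes and of the cytoskeleton that all cells share. Interferon-stimulated genes are switched on by antiviral signals, among them Bst2, which tethers virus particles, and Ifitm3, which blocks viral entry. Of 56 genes of leukocyte transendothelial migration tested at day 15, 18 were lower in libraries labelled Hira-null, 10 were higher and 28 did not pass the test (19 and 10 adjusted over the list alone; median log2 fold change −0.15). Camera gave adjusted p = 0.0569, and adjusted p = 0.243 with an estimated correlation, preranked GSEA a normalized enrichment score of −1.71 (adjusted p = 0.00562), and fry adjusted p = 0.00289. The higher count was 6 without WT day 15 replicate 1 and 5 without replicate 2. By camera the list was past the test without WT day 15 replicate 2 (adjusted p = 0.0294) and without Hira-null day 15 replicate 2 (adjusted p = 0.0327). Cyba, an oxidase subunit of phagocytes and endothelium, lies on chromosome 8 from 124948672 to 124956840 of NCBIM37. It was at 36.5 ± 5.78 FPKM in WT and 7.54 ± 1.46 FPKM in libraries labelled Hira-null (log2 fold change −2.14, standard error 0.18, adjusted p = 8.51e-05). Itgb1, the integrin beta 1 chain, was at 282 ± 21.4 FPKM in WT and 207 ± 6.80 FPKM in libraries labelled Hira-null (log2 fold change −0.44, adjusted p = 0.00167). Jam2, a junction protein of endothelium and neural tissue, was higher, at 8.65 ± 0.574 FPKM in WT and 31.0 ± 3.57 FPKM in libraries labelled Hira-null (log2 fold change 1.73, standard error 0.11, adjusted p = 2.77e-05). The list holds Cdh5 and Pecam1, both lower, and shares 4 genes with the endothelial list and 5 with the leukocyte list. Of 27 interferon-stimulated genes, 4 were lower, 2 were higher, 1 without WT day 15 replicate 1, and 21 did not pass the test (4 and 2 adjusted over the list alone; median log2 fold change −0.11, adjusted p = 0.252 by camera and 0.0233 by fry). Bst2 was at 44.2 ± 1.77 FPKM in WT and 18.2 ± 6.86 FPKM in libraries labelled Hira-null (log2 fold change −1.28, adjusted p = 0.00125) and Ifitm3, which endothelium and stem cells express without interferon, at 60.0 ± 1.58 FPKM in WT and 38.2 ± 5.81 FPKM in libraries labelled Hira-null (log2 fold change −0.65, adjusted p = 0.00165). Trim25, a regulator of RNA sensing, was at 23.7 ± 0.401 FPKM in WT and 12.0 ± 0.502 FPKM in libraries labelled Hira-null, and Ifi44 was higher, at 0.242 ± 0.0319 FPKM in WT and 1.12 ± 0.105 FPKM in libraries labelled Hira-null (log2 fold change 0.77, adjusted p = 0.00581). The paper describes no interferon treatment of these cultures, and Hira read no lower in the libraries labelled Hira-null than in WT.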

### HIRA-dependent H3.3 deposition co-localizes with active enhancer loci in WT cells and shifts to distal intergenic regions in the absence of HIRA

We previously showed that H3.3 deposition at the cardiac enhancer, *Tte*, is HIRA dependent [20]. However, there has been no study investigating the genome-wide effect of HIRA on the H3.3 deposition during the early stages of cardiovascular development. We therefore performed H3.3-HA ChIP-seq on undifferentiated mESCs and differentiated cardiomyocytes at day 15 that contained about 60% of beating foci and 67% of transcriptome similarly to the previously published CM stage [7].

In WT-differentiated cardiomyocytes, H3.3 was deposited most abundantly in the intronic (53.3%) region with lesser deposition in the distal intergenic region (23.4%), and the promotor region (9.2%). In the absence of HIRA, the proportion of H3.3 deposition increased at the distal intergenic region (42.2%) compared to the intronic region (29%) and the promotor region (3%) (Fig. 3a). We identified 14680 HIRA-dependent H3.3 enrichment peaks encompassing +10 kb upstream of the TSS, the gene body or 200 bp downstream of the TES of 4703 annotated genes. GO analysis showed enrichment of DNA-dependent regulation of transcription processes. We then compared these with the DEG list and found 319 in common.

**Fig. 3:**
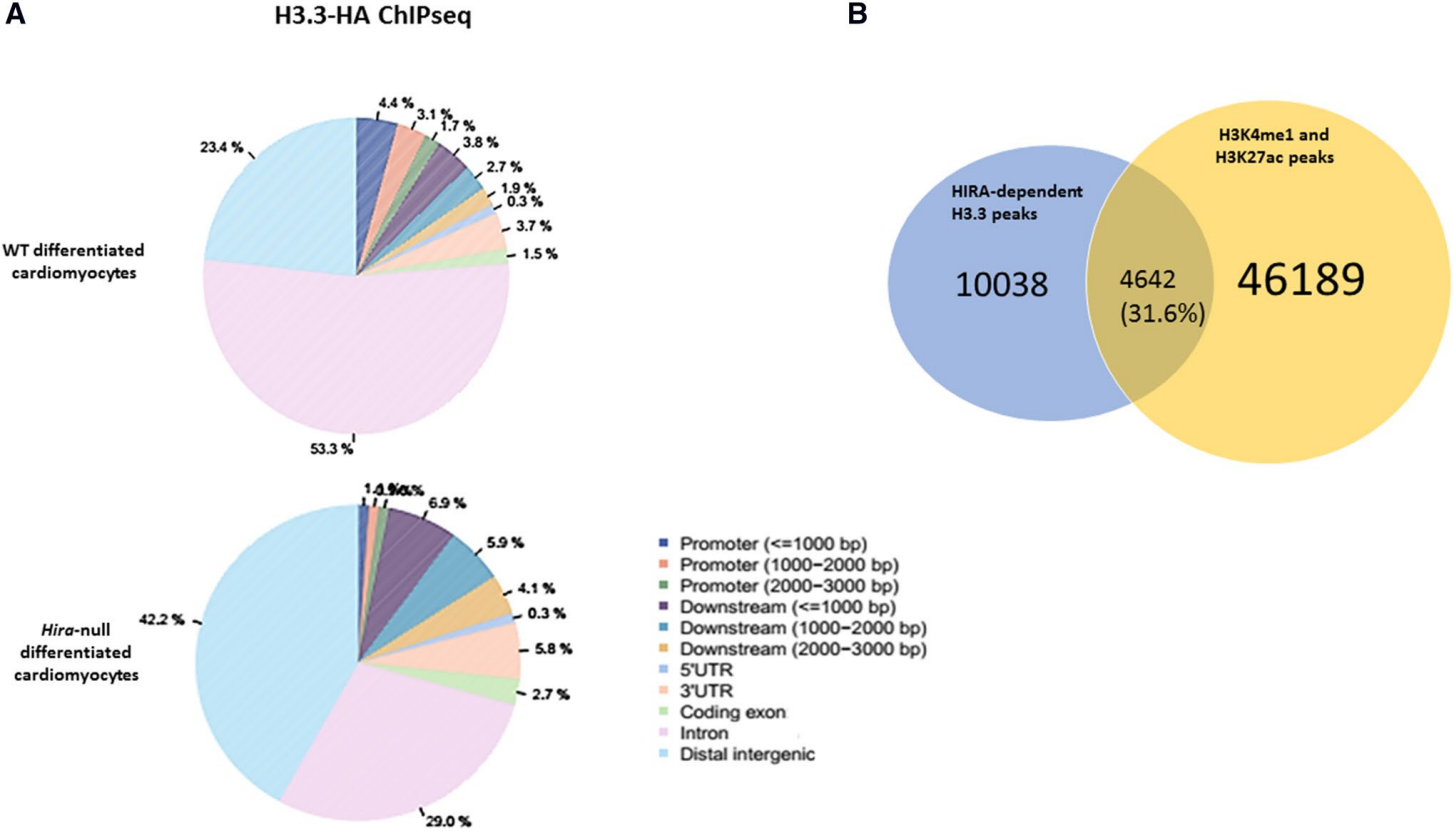
Genome wide distribution of H3.3 in WT and *Hira*-null differentiated cardiomyocytes and motif analysis of the significant peaks. **a** Pie chart showing the distribution of H3.3 over different genomic regions in WT and *Hira*-null differentiated cardiomyocytes as indicated. **b** Venn diagram showing the overlap between HIRA-dependent H3.3 peaks and the common peaks of H3K4me1 and H3K27ac. (Color figure online)

Interestingly, 60 of the genes enriched for HIRA-dependent H3.3 deposition were related to heart development by GO analysis. We then compared our datasets with previously published datasets for the known enhancer marks H3K4me1 and H3K27ac in cardiomyocyte-differentiated mESCs [7]. We identified that 31.6% (4642/14,680) of the total HIRA-dependent H3.3 enrichment peaks overlapped with both the active enhancer histone marks H3K4me1 and H3K27ac implicating that approximately one-third of the HIRA-dependent H3.3 deposition is at active enhancer sites (Fig. 3b).

In conclusion, the absence of HIRA leads to a decrease in the deposition of H3.3 in the intronic and promoter regions. We also show that about third of HIRA-dependent H3.3 peaks co localize with active enhancers loci.

### HIRA-dependent H3.3 deposition directly influences the transcription *of Meis1, Gata6* and *Tbx2*

We next investigated the co-localization of HIRA-dependent H3.3 deposition with some previously published ChIPseq datasets of cardiac transcription factors (NKX2.5, GATA4, TBX5 [35] and SRF [36]). We found that 1607 of the HIRA-dependent H3.3 peaks (10.93%) overlapped with NKX2.5 peaks, 1420 peaks (9.67%) overlapped with SRF peaks, 937 peaks (6.38%) overlapped with GATA4 peaks and 450 peaks (3.06%) overlapped with TBX5 peaks. Since we previously showed that HIRA and NKX2.5 bind to the common enhancer *Tte* [20], we focussed on identifying the colocalization of HIRA dependent H3.3 deposition and NKX2.5 at the enhancer loci and/or at the promotor site of three cardiac transcription factors *Meis1, Gata6* and *Tbx2*, which were downregulated in the absence of HIRA (Fig. 2d). These are known to be associated with cardiac septal defects, as we observed in our cardiac mesoderm *Hira*-conditional mice.

MEIS1 is a homeobox protein found to influence heart development. Mouse embryos lacking MEIS1 showed VSDs and overriding of aorta [37]. We found several HIRA-dependent H3.3 enrichment sites in the gene body of *Meis1* (Fig. 4a). One of the most H3.3-enriched loci co-localizes with NKX2.5 at an enhancer locus marked by H3K4me1 and H3K27ac. We validated this enrichment by ChIP followed by qPCR using primers designed for this locus.

**Fig. 4:**
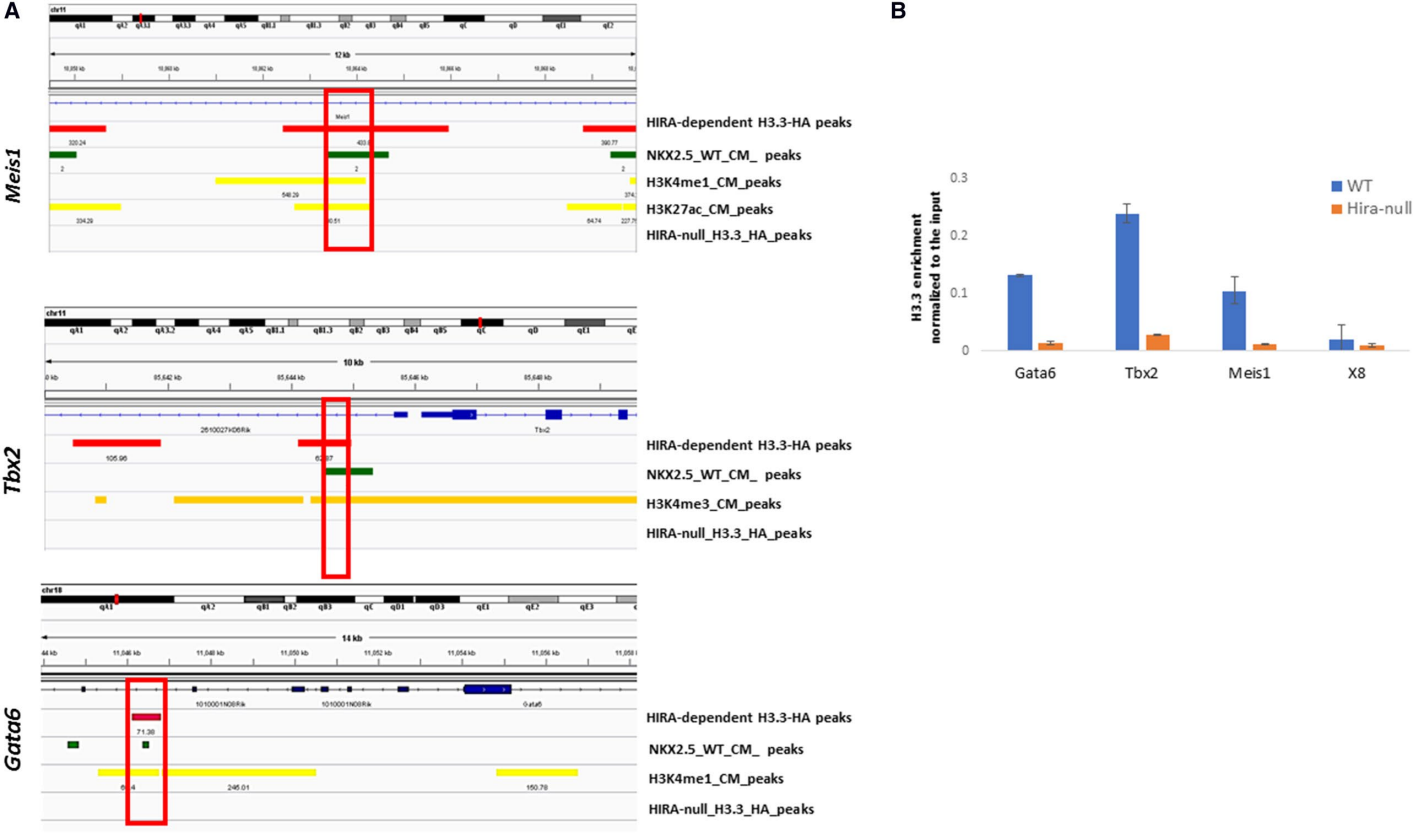
HIRA directly binds the enhancers of *Meis1* and *Gata6*, and the promotor of *Tbx2*, also occupied by NKX2.5. **a** IGV profiles of the different ChIP-seq peaks identified by MACS as indicated at the selected genes. **b** quantitative real time PCR following H3.3 ChIP at the indicated loci in WT and *Hira*-null differentiated cardiomyocytes at day15, the intergenic region in chromosome 8 (X8) was used as a negative control. Data were normalized to the input (= 1). (Color figure online)

TBX2 is a member of the T-box transcription factor gene family. Absence of TBX2 leads to outflow tract septation defects [4]. We found HIRA dependent H3.3 enrichment in the promoter region, 1.1 kb from the TSS. This enrichment peak overlaps with H3K4me3 enrichment [7] and NKX2.5 (Fig. 4a). We validated this result by ChIP followed by qPCR using primers designed specifically for this locus (Fig. 4b).

GATA6 is a zinc finger transcription factor that plays a role in heart development. Lack of GATA6 has been associated with septal and outflow tract defects [38]. HIRA-dependent H3.3 enrichment was detected at approximately 5.5 kb from the TSS (Fig. 4a). This enrichment, that we validated by ChIP followed by qPCR (Fig. 4b), co-localizes with NKX2.5 and H3K4me1 suggesting an active role of HIRA in the transcription of *Gata6*. Interestingly, this locus has been reported previously to be an enhancer for *Gata6* [39].

Altogether, HIRA-dependent H3.3 is enriched at previously identified enhancer loci, essential for the expression of the cardiac transcription factors MEIS1, TBX2 and GATA6 at the early cardiomyocyte stage.

## Discussion

Heart development is a complex tightly regulated process requiring strict control of temporal gene expression [40–42] and involving epigenetic regulation [43]. We examined the role of the H3.3 histone chaperone HIRA in the early stages of heart development using an in vitro mESC differentiation model. We successfully differentiated both WT and *Hira*-null mESCs into cardiomyocytes. This was evidenced by the enrichment of heart development and morphogenesis GO terms.

We report new direct targets of HIRA-mediated H3.3 deposition, which are transcription factors known to be involved in cardiac septum formation. We previously demonstrated in vivo that mesodermal conditional *Hira*-null embryos presented with a fully penetrant phenotype of ventricular septal defect [20]. In that same study, we focussed on the dysregulation of expression of *Tnni2* and *Tnnt3*, suggesting a mechanism in which HIRA with NKX2.5 binds to their common enhancer *Tte* to down regulate their expression. We herein predict further targets of the same mechanism: co-occupancy of HIRA and NKX2.5 at the enhancers of *Meis1* and *Gata6*, and at the promoter of *Tbx2* to activate their expression. Further studies will be needed to investigate the downstream effect of HIRA on these new targets in vivo, and to explore the interactions of HIRA and NKX2.5 at these loci.

Interestingly, knockout of *Meis1* is associated with VSD and overriding aorta in mice [37], and an increased cardiomyocyte proliferation in zebrafish, suggesting a role in the cell cycle [44]. In our differentiated cardiomyocytes, *Meis1* was down regulated (FC = − 2.5) in the absence of HIRA. 

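MEIS1 is a homeodomain protein that binds DNA with PBX and HOX partners in the heart, limb and blood. It also keeps postnatal cardiomyocytes out of the cell cycle. Meis1 lies on chromosome 11 from 18780433 to 18918961 of NCBIM37 and shares exons with the antisense gene model Gm16140. At day 15 Meis1 was at 42.9 and 46.1 FPKM in the WT libraries and 20.4 and 15.8 FPKM in those labelled Hira-null (log2 fold change −1.27, standard error 0.19, adjusted p = 0.00120). The means were 44.5 ± 2.22 FPKM and 18.1 ± 3.25 FPKM (SD, n = 2). At day 0 it was at 1.61 ± 0.545 FPKM in WT and 0.229 ± 0.144 FPKM in Hira-null (log2 fold change −1.08, adjusted p = 0.00204). Its genotype effect did not differ between the days past the test (−0.19 on the log2 scale, adjusted p = 0.610). Meis1 is one of the genes the paper chose on these libraries, in which Hira read no lower under the Hira-null label at day 15.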

Notably, there was co-localization of HIRA-dependent H3.3 deposition with NKX2.5 binding sites at a previously identified enhancer site. A previous study showed that the sequential binding of MEIS1 then NKX2.5 to enhancers can influence cardiogenesis [45]. Taken together with our previously published finding, which showed diminished binding of NKX2.5 at the enhancer site *Tte* in the absence of HIRA, we hypothesize that the absence of HIRA leads to a diminished expression of *Meis1* and then to a diminished binding of NKX2.5 to the MEIS1-NKX2.5 target sites, thereby disrupting cardiac septum morphogenesis.

Similarly, *Gata6* expression was down regulated (FC = − 6.1) in the absence of HIRA at day 15 of differentiation, and we identified HIRA-dependent H3.3, H3K4me1 and NKX2.5 enrichments co-localising at 5.5 kb upstream of the TSS of *Gata6* in WT cells at day 15 of differentiation. It is interesting to note that the identical locus had been shown previously to be an enhancer bound by NKX2.5 and regulating *Gata6* expression in developing murine hearts [39].

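GATA6 acts beside GATA4 in heart muscle and its precursors, and is a master factor of primitive endoderm, the lineage that builds the yolk sac. Gata6 lies on chromosome 18 from 11052508 to 11085633 of NCBIM37 and shares exons with the antisense gene 1010001N08Rik. At day 15 Gata6 was at 28.0 and 23.5 FPKM in the WT libraries and 3.79 and 2.76 FPKM in those labelled Hira-null (log2 fold change −2.65, standard error 0.17, adjusted p = 2.82e-05). The means were 25.8 ± 3.19 FPKM and 3.28 ± 0.730 FPKM (SD, n = 2). Before differentiation it was already lower in Hira-null, at 10.5 ± 0.156 FPKM in WT and 1.61 ± 0.343 FPKM in Hira-null (log2 fold change −2.15, standard error 0.16, adjusted p = 4.22e-05). The genotype effects at the 2 days did not differ past the test (−0.50 on the log2 scale, adjusted p = 0.126). Hira was lower under the Hira-null label at day 0, and it read no lower there than in WT at day 15.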

TBX2 plays an essential role in the atrioventricular canal and OFT development [4]. We found HIRA-dependent H3.3 deposition at the promotor of *Tbx2* in WT cells differentiated at day 15 and a down regulation of *Tbx2* expression (FC = − 4.6) in the absence of HIRA at day 15 of differentiation. This locus coincides with known NKX2.5 binding sites and a peak of the active transcription mark H3K4me3. This result suggests that HIRA may play a role in the atrioventricular canal and the OFT development by influencing the transcription of *Tbx2* through H3.3 deposition at its promotor.

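TBX2 is a T-box repressor that holds back the chamber programme, Nppa included, in the atrioventricular canal and outflow tract. Tbx2 lies on chromosome 11 from 85646053 to 85655450 of NCBIM37, with no annotated exon of another gene over it. At day 15 Tbx2 was at 25.5 and 25.4 FPKM in the WT libraries and 4.41 and 6.16 FPKM in those labelled Hira-null (log2 fold change −2.09, standard error 0.22, adjusted p = 1.99e-04). The means were 25.5 ± 0.0461 FPKM and 5.29 ± 1.24 FPKM (SD, n = 2). At day 0 Tbx2 was at 0.497 ± 0.00182 FPKM in WT and 0.590 ± 0.430 FPKM in Hira-null, a difference not past the test (log2 fold change 0.06, adjusted p = 0.861). The genotype effect differed between the days by −2.15 on the log2 scale (standard error 0.30, adjusted p = 0.00125). Tbx3, its close relative in the same tissues, was at 19.2 ± 0.276 FPKM in WT and 13.2 ± 0.159 FPKM in libraries labelled Hira-null at day 15 (log2 fold change −0.50, adjusted p = 0.00192), and shares exons with an antisense gene model. Hira read no lower in the day 15 libraries labelled Hira-null than in WT.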

In addition, we found that calcium signalling pathway was significantly upregulated in the absence of HIRA at day 15 of differentiation. Calcium signalling controls several physiological processes in the heart, including cardiac contractility [46]. KEGG calcium signalling pathway is normally required in ESC-derived cardiomyocytes [47]. We previously reported two cardiac genes involved in contractibility to be up regulated in the hearts of cardiac mesoderm *Hira*-conditional mice. Further investigations on cardiac contractility in *Hira*-mutant mice would be interesting.

Outside of heart development, it is of interest to note that in our study, gene sets involved in DNA repair, the development of the immune and nervous systems were significantly dysregulated in the absence of HIRA. Of relevance, HIRA has been shown to have an essential role in transcriptional recovery after DNA damage [48, 49], and several studies link HIRA-dependent H3.3 deposition with the induction of stress responsive associated genes following interferons and heat-shock stimulations [34, 50]. Absence of HIRA in neural progenitors resulted in decreased proliferation and increased neuronal differentiation [51]. Our study provides new subsets of genes that could be investigated further in these areas.

In conclusion, we show that cardiovascular development-related genes are expressed in both WT and *Hira*-null differentiated cardiomyocytes with a significant lower expression in *Hira*-null cells. We show that 31.6% of HIRA-dependent H3.3 peaks co-localize with active enhancers loci. We found that HIRA directly influence the expression of the cardiac transcription factors *Meis1, Gata6* and *Tbx2*. We suggest that HIRA influences their expression through the deposition of H3.3 at their enhancers, supporting our previous published model that HIRA acts at enhancers during cardiovascular development, and potentially in concert with NKX2.5 [20].

How the deposited data were processed for this re-analysis (not part of the article)

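RNA sequencing compared WT mouse embryonic stem cells and a single Hira-null clone at day 0 and after hanging drop differentiation at day 15, with 2 libraries in each of 4 groups, 8 in all. The paper gives libraries made with a stranded messenger RNA kit and paired-end sequencing. The authors aligned the reads to the mm9 genome with Bowtie (version 0.12.2) and gave DESeq2 version 1.6.3 for their comparisons, where the paper's text writes Deseq with the same version. The authors deposited a table of FPKM values for 24421 genes in the 8 libraries, and whether the strand was used in counting is not given in the sources used here. For each day the authors also deposited a table of their own comparison, with a mean signal of normalized counts, a log2 fold change and its standard error, a test score, a p-value and an adjusted p-value, from which counts of their calls were taken. Their day 15 folds for genes of Fig. 2d were also taken, for comparison with values read from that figure. The ChIP-seq, the qRT-PCR and the comparison with published cardiomyocyte data were not analysed here.

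All positive FPKM values of a library are whole multiples of one step once gene length is allowed for (100% of values within 0.1 of a fragment), and this step, found on genes at FPKM 0.3 or less, gives the fragments counted. They ran from 6939919 to 11116150 per library, with a median of 8810060.5. A single fragment is the smallest difference such a library can hold, and the chi-square per degree of freedom between replicates, 4.00 and 2.90 at day 0 and 3.94 and 5.94 at day 15 for WT and Hira-null, shows more spread than counting gives. These fragments may not be independent molecules, so the depth covers counting error alone. The table lists 5287 genes at FPKM 0 in every library, and 27 gene symbols had been turned into dates and were not used as gene names.

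Values were taken as log2(FPKM + 1). The 14337 genes at FPKM 1 or more in at least 2 of the 8 libraries were fitted with limma 3.58.1 in R 4.3.3, as 4 group means over all libraries, with a weight per day (1.03 at day 0 and 0.968 at day 15), an empirical Bayes trend and Benjamini-Hochberg adjustment at 0.05. The fit has 4 residual and 4.70 prior degrees of freedom. It gave the genotype difference at each day, the difference between the days in each genotype, and the difference between these genotype effects. Fold changes on this scale understate the change of genes at low FPKM. A gene counts as expressed at FPKM 1 or more in both libraries of a group. Errors are SD with n = 2. Gene positions come from the NCBIM37 annotation, found for 295 of 304 named genes. Of these, 51 share exons with a gene on the other strand and 17 with one on the same strand.

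A set of 41 gene lists was compiled from general knowledge, and 1341 of their 1345 members matched a gene of the table. They are cardiac transcription factors, septum, chamber and outflow tract signalling, cardiomyocyte contractile genes, cardiac calcium handling, calcium signalling, vascular smooth muscle contraction, endothelial and vasculogenesis genes, leukocyte and blood progenitor genes, erythroid genes, leukocyte transendothelial migration, complement and coagulation, focal adhesion and extracellular matrix, fibroblast and mesenchyme markers, epicardium markers, visceral endoderm and hepatic genes, parietal endoderm genes, neural progenitor and patterning factors, neuronal differentiation and synapse genes, axon guidance, neurotransmitter and neuropeptide receptors, protocadherins, the hedgehog pathway, neural crest markers, skeletal muscle genes, epidermal markers, cartilage and bone markers, trophoblast markers, primitive streak and mesendoderm genes, pluripotency genes, genes of cells resembling the embryo after its first division, DNA repair, DNA synthesis and cell cycle, interferon-stimulated genes, imprinted genes, the HIRA complex and H3.3 chaperones, p53 targets, hypoxia and glycolysis, immediate early and heat shock genes, ribosomal proteins, Hox genes and Y-linked genes. They stand in for the GO and KEGG sets of the paper, which were not used here, and some share members. Some also hold genes of Fig. 2c and Fig. 2d. The paper chose these on the same libraries, so tests of such lists are not independent of that choice. Lists with at least 5 tested members, 39 in all, were tested with camera in limma at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. Of the 26 lists past the test at day 15, the 4 that also passed with an estimated correlation were the endothelial, visceral endoderm, neuronal and DNA repair lists.

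Named genes are those the paper names for its sequencing at day 15 or shows in Fig. 1a, Fig. 1c, Fig. 2c and Fig. 2d, whose published values had been seen. For each genotype comparison the 10 genes with the largest fold change in each direction were added, if past the test, with both libraries of one group above both of the other, at a mean FPKM of 1 or more and not an unnamed gene model. Up to 4 members of each list with the smallest adjusted p past the test, and Hira, complete the set, of which some genes are not reported here.

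The lists, this rule, the model, the thresholds and every alternative but one were chosen before the data were examined. The alternatives were a pseudocount of 0.1, no filter, a filter at FPKM 5, median-of-ratios scaling, quantile normalization, no weights, a robust trend, the replicate number as a block, the libraries of one day alone, each library left out in turn, the fry test, preranked GSEA (fgsea 1.28.0) and a fold change of 2 beside the adjusted p. The alternative added after seeing the data fitted the recovered fragments with voom in limma. A count model had been planned for the case that the files held counts, and it was not run because they hold FPKM. Replicate numbers do not pair the samples, since the deviations of replicate 1 from the group mean had correlations across genes of −0.0967 to 0.0455 between groups, so the block is an alternative only. With 2 libraries per group no library could be tested as an outlier and no other split of the samples was informative. The fit was tested on simulated data of 14168 genes with the same design. There it found 64 of 100 genes changed by 2-fold and 99 of 100 changed by 4-fold. It also called 21 of 13968 unchanged genes and 0 random lists. Beside the 64 and 99 true calls, these 21 false calls are a larger share of all calls than the threshold of 0.05 sets. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.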

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

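The tests of exchanged labels, of abundant WT genes, of exons outside the deletion and of the explanations for the imprinted genes were chosen after the results they concern were seen. The other tests were written down first.

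Hira is not lower at day 15 under the Hira-null label, and its genotype effect differs between the days by 1.37 on the log2 scale. If the labels had been exchanged at day 15, genes far lower in Hira-null at day 0 would turn higher, but the 37 genes lower by 2 or more on the log2 scale at day 0 had a median day 15 log2 fold change of −1.33 (95% bootstrap interval −1.59 to −0.50), with 29 below 0. WT cells mixed into those cultures would bring their transcripts. The 32 genes used to test this were far lower in Hira-null at day 0 and expressed in WT at day 15. They are thus a selected set and not abundant WT genes in general. They reached a median of only 40.8% of the WT level, with an interval of 25.7% to 74.1% that alone does not decide. Apart from that test, 6 genes were at FPKM 20 or more in both WT libraries and below 10% of the WT level in both libraries labelled Hira-null. These were Plagl1, Hba-x, Afp, Hbb-bh1, H19 and S100g. Mixing large enough to restore Hira is argued against by these genes. Reads from exons outside the deleted part would come from the same clone, and so the same deletion, at both days. By themselves they would not give genotype effects on Hira that differ by 1.37 between the days, which argues against them as the only explanation. As part of an explanation they stay open, and they cannot be told apart from others because the table holds 1 value per gene.

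At day 0, where the paper's text gives no genotype comparison of the sequencing, 2980 genes were higher and 2785 lower in Hira-null, and 793 were higher and 933 lower at both days, where independent lists would share 556 and 523. Without Hira-null day 0 replicate 1 there were 1869 higher and 1837 lower, and without Hira-null day 0 replicate 2 1974 higher. The leading day 0 list was parietal endoderm, with 14 of 16 genes lower, 1 higher and a median log2 fold change of −1.64 (adjusted p = 1.64e-10, and adjusted p = 0.531 with an estimated correlation).

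Genes of parietal and primitive endoderm, Gata4 and Gata6 among them, are thus lower in Hira-null before differentiation, while the visceral endoderm and hepatic list was not past the test at day 0 (9 lower and 7 higher of 28, adjusted p = 0.652) and its members Afp and Apoa1 were higher (log2 fold change 1.38 and 1.92). A list of 14 primitive endoderm markers written for this test, which leaves out Gata4 and Gata6 and shares members with the visceral endoderm list, had a median day 0 log2 fold change of −1.39 (95% bootstrap interval −2.39 to −0.65), with 14 below 0 and 12 past the test, which is consistent with fewer primitive endoderm cells in the Hira-null cultures but does not cover the higher visceral endoderm genes. Abundant parietal endoderm genes such as Sparc (468 ± 20.7 FPKM in WT and 156 ± 2.82 FPKM in Hira-null) and Lama1 (157 ± 3.87 and 13.9 ± 0.304 FPKM) fell with them. Scaling between libraries is argued against, since the parietal endoderm median was −1.65 with median-of-ratios scaling and −1.56 with quantile normalization. Lower expression within the stem cells stays open although the 14 markers fell together, because loss of Gata4 and Gata6 in a cell would lower their targets together as well.

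Imprinted genes differed at day 15 between WT libraries and those labelled Hira-null, in which Hira read no lower than in WT. The list had a median of −0.31 and was not past the camera test (adjusted p = 0.0502). It was past it without WT day 15 replicate 1 or Hira-null day 15 replicate 1. Of its 28 genes, 19 were past the test, 13 lower and 6 higher. A difference in cell makeup that arises only by day 15 is argued against for 4 of these genes, Peg10 (day 0 log2 fold change −1.80), Nnat (−2.11), Sgce (−0.92) and Impact (−0.96), which passed the test in the same direction at day 0 by at least their day 15 change. It stays open in part for 8 genes that also passed at day 0 but by less, such as H19 (−4.76 at day 0 and −5.15 at day 15), Plagl1 (−1.28 and −3.95), Cdkn1c (0.85 and 2.92) and Igf2 (0.55 and 2.31), and it stays open for the other 7. Over all of them the median day 0 change in the day 15 direction was 0.629 (95% bootstrap interval 0.128 to 1.01), which does not decide. That the clone differs from the WT line in more than Hira, such as in imprints changed in culture, cannot be told apart from an effect of Hira with 1 Hira-null clone.

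Lists that the paper's text does not discuss also passed the test at day 15. Lower were erythroid genes (median log2 fold change −1.96, resting on the pseudocount), visceral endoderm and hepatic genes (−1.18, adjusted p = 4.33e-08), parietal endoderm (13 of 16 lower and 0 higher, median −0.79), complement and coagulation (16 of 30 lower and 1 higher, median −0.56), focal adhesion and extracellular matrix (21 of 43 lower and 4 higher, median −0.29), fibroblast markers (−0.72), cardiomyocyte contractile genes (−0.30), skeletal muscle (7 of 11 lower and 2 higher, median −1.03), primitive streak and mesendoderm (7 of 16 lower and 2 higher, median −0.71), DNA synthesis and cell cycle (−0.29), hypoxia and glycolysis (13 of 17 lower and 0 higher, median −0.65), ribosomal proteins (19 of 24 lower and 0 higher, median −0.32) and Hox genes (17 of 28 lower and 2 higher, median −0.70). Complement and focal adhesion are shown in Fig. 2e. Higher were protocadherins (18 of 31, median 0.63), whose clustered members can share reads, cartilage and bone markers (6 of 8, median 1.02) and p53 targets (5 of 9, median 0.39), of which 2 were higher without WT day 15 replicate 2. Other counts that moved by over 1.5 times were 11 protocadherins higher with either WT day 15 library left out alone, 4 skeletal muscle genes lower with either of these or Hira-null day 15 replicate 1 left out alone, 7 ribosomal proteins lower with either WT day 15 library left out alone, and 9 Hox genes lower without WT day 15 replicate 2. Of these lists, visceral endoderm alone also passed with an estimated correlation (adjusted p = 0.0352). The skeletal muscle list was not past the test without Hira-null day 15 replicate 1 (adjusted p = 0.0556), nor was primitive streak without that library (adjusted p = 0.0593), WT day 0 replicate 1 (adjusted p = 0.0570) or WT day 0 replicate 2 (adjusted p = 0.0571), and with a filter at FPKM 5 its direction turned to higher (adjusted p = 0.698). Contractile genes were not past it without WT day 15 replicate 2 (adjusted p = 0.0612), Hira-null day 15 replicate 1 (adjusted p = 0.0555) or Hira-null day 15 replicate 2 (adjusted p = 0.0514). With quantile normalization these 3 lists and ribosomal proteins kept their direction and were not past the test (adjusted p = 0.0616 for skeletal muscle, 0.0902 for primitive streak, 0.0509 for contractile genes and 0.0518 for ribosomal proteins).

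At day 0 focal adhesion and extracellular matrix genes (median −0.0617, 18 of 43 lower and 7 higher, adjusted p = 0.0329, and 0.0520 without WT day 15 replicate 1 and 0.0518 without replicate 2) were lower, sharing 5 genes with the parietal endoderm list. Hypoxia and glycolysis genes (median 0.39, 12 of 17 higher) and ribosomal proteins (median 0.35, 18 of 24 higher) were higher. With an estimated correlation none of these day 0 lists was past the test (adjusted p = 0.531 for hypoxia and for ribosomal proteins, 0.780 for matrix genes).

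The genotype effect differed between the days for 5044 genes by limma, 2893 without WT day 15 replicate 1 and 3279 without WT day 15 replicate 2, and for 18 lists by camera, of which none passed with an estimated correlation. A negative difference means a lower value in Hira-null, relative to WT, at day 15 than at day 0. Its median was −0.52 for cardiac transcription factors, −0.77 for endothelial, −1.07 for leukocyte, −2.60 for erythroid, −1.07 for fibroblast, −1.10 for visceral endoderm, −1.01 for skeletal muscle, −0.95 for primitive streak, −0.31 for DNA repair, −0.40 for cell cycle, −0.95 for hypoxia, −0.60 for immediate early and heat shock, −0.69 for ribosomal protein and −1.11 for Hox genes. It was 0.74 for neural progenitor, 0.85 for neuronal, 0.64 for protocadherin and 0.99 for parietal endoderm genes.

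Of the named genes, 52 were past the test in opposite directions at day 0 and day 15. Those changed by 2-fold or more at both days, with the difference between their genotype effects, were Afp (−7.12), Apoa1 (−5.69), Mir6935 (−5.39), Stra8 (−4.01), Tyrobp (−4.02), Fosb (−2.75) and S100a1 (−2.66), and in the other direction Ntn1 (5.14). S100a1 lost its day 15 call without WT day 15 replicate 2 (adjusted p = 0.148) or Hira-null day 15 replicate 2 (adjusted p = 0.0597), and its day 0 call without Hira-null day 0 replicate 1 (adjusted p = 0.0614), Hira-null day 0 replicate 2 (adjusted p = 0.149) or WT day 0 replicate 2 (adjusted p = 0.0864). Mir6935 is a short RNA that such libraries measure poorly.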

How the results depend on the processing

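The fit of recovered fragments was chosen after the data were seen, and it called 3158 genes higher and 3112 lower at day 15 and 3285 and 2602 at day 0. It shifted the median of all genes for day 15 minus day 0 in WT by 0.135 on the log2 scale. Planned count models were not run, because the files hold FPKM.

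With a fold change of 2 beside the adjusted p, 685 genes were higher and 585 lower at day 15, 664 and 371 at day 0, 2562 higher and 1784 lower at day 15 than day 0 in WT, 2946 and 2570 in Hira-null, and 1978 differed between the days in their genotype effect, fewer because the rule is stricter. By adjusted p alone the authors' deposited table holds 4706 genes at day 15 and 4735 at day 0.

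Leaving out each library in turn, genes higher at day 15 numbered 1261 to 2670 (1323 without WT day 15 replicate 1, 1261 without replicate 2) and lower 1280 to 2633 (1280 and 1370). At day 0 they numbered 1869 to 2865 (1869 without Hira-null day 0 replicate 1, 1974 without replicate 2) and 1837 to 2748 (1837 without Hira-null day 0 replicate 1), and genes with differing genotype effects 2893 to 4682 (2893 without WT day 15 replicate 1, 3279 without replicate 2). These fits have fewer libraries, and the lone library of a group is assumed to vary like the others. Genes higher at day 15 than day 0 ranged over 4301 to 5204 in WT and 4905 to 5437 in Hira-null.

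With replicate number as a block, 2322 genes were higher and 2346 lower at day 15, and 3080 and 2873 at day 0.

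With an estimated correlation, 35 of 58 list tests over the comparisons were no longer past the threshold and 23 kept their side. At day 15 adjusted p was 0.0646 for cardiac transcription factors, 0.0936 for septum, chamber and outflow tract signalling and for neurotransmitter receptors, 0.0926 for vascular smooth muscle, 0.0856 for leukocyte genes, 0.0679 for neural progenitor factors and 0.0712 for axon guidance. The wider null is the construction of that test. The septum list was also not past it with a pseudocount of 0.1 (0.0586) or a filter at FPKM 5 (0.0819), nor was the receptor list with that pseudocount (0.0586), and the cause was not tested. Without single libraries the septum list ran from 0.0205 to 0.0335, cardiac transcription factors from 1.38e-06 to 3.30e-05, endothelial genes from 5.73e-08 to 6.72e-07 and neuronal genes from 1.27e-09 to 2.84e-08, all past the test.

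Calcium signalling was past the threshold with fry alone (0.0318, with a range over alternatives up to 0.925), and interferon-stimulated genes likewise (0.0233, up to 0.390), and the cause was not tested. Leukocyte transendothelial migration passed with no filter (0.0378), with the replicate block (0.0438), with fry (0.00289), with preranked GSEA (0.00562) and without WT day 15 replicate 2 or Hira-null day 15 replicate 2, over a range of 0.0294 to 0.118 without single libraries and 0.00289 to 0.257 over all alternatives, and the cause was not tested.

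No result past the threshold reversed under an alternative while it stayed past it except Rplp2, which had a log2 fold change of −0.21 at day 15 and 0.20 with quantile normalization, and the cause was not tested. Lists not past the test changed direction, with the cause not tested: cardiac calcium handling with a filter at FPKM 5 (0.819), the HIRA complex with fry (0.755) and GSEA (0.570), and the hedgehog pathway with a pseudocount of 0.1 (0.928), no filter (0.966), a filter at FPKM 5 (0.830), fry (0.0961) and without either Hira-null day 0 library or replicate 1 of either day 15 group (0.998, 0.999, 0.860 and 1.00, range 0.815 to 1.000). Primitive streak genes, past the test as lower at day 15, turned higher with the filter at FPKM 5 without passing it (0.698), and the cause was not tested.

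Median-of-ratios scaling, no weights and a robust trend left all 58 list tests on their side, quantile normalization 54, no filter 56, a pseudocount of 0.1 52, preranked GSEA 54, fry 45 and the recovered fragments 54. List calls were lost for 5 tests with a pseudocount of 0.1, 3 with the filter at FPKM 5, 3 with the recovered fragments and 1 with preranked GSEA. Not all of these lists are named here. Lists too small at the stricter filter, or in comparisons across days with the libraries of one day, have no value. Of 453 tests of named genes, 452 kept their call with median-of-ratios scaling, 439 with quantile normalization and 423 with the libraries of the day alone. Calls were lost most often without WT day 15 replicate 1 or replicate 2. There were 2 libraries per group, with 6939919 to 11116150 fragments each. In simulated data 64 of 100 genes changed by 2-fold were found, and smaller changes were not simulated. Those data held only 100 genes changed by 2-fold and 100 by 4-fold, of 14168 tested. Here 5363 of 14337 genes were called at day 15, 1270 of them changed by 2-fold or more. With so many calls the adjusted p is a looser cut on each gene. The simulated share therefore does not give the share of 2-fold changes found here.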

Differences from the paper's values

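Values read from Fig. 2d, which shows both qRT-PCR and sequencing folds, were compared with fold changes fitted on log2(FPKM + 1). The values read lay near the authors' deposited sequencing folds, such as −6.18 for Gata4, −7.73 for Myh11 and 3.87 for Casq2. Slc1a1, deposited at 3.47, was read lower. A fold is said to differ when the distance exceeds its own error, the larger of the SD between libraries and the standard error. Only alternatives set before the data were examined are counted. Gata4 was −5.32 here and about −6.1 in Fig. 2d, read by eye. It did not differ with a pseudocount of 0.1, with quantile normalization, without WT day 15 replicate 2 or without Hira-null day 15 replicate 2, and differed under the other 13 of 17. Heyl, which the axis of Fig. 2d spells Heyl1, was −3.41 here and about −5.6 in Fig. 2d, read by eye, Mef2c −1.92 and about −2.5, and Myh11 −5.08 and about −7.8. These 3 did not differ with a pseudocount of 0.1 and differed under all other alternatives. Their smaller folds here thus depend on the 1 added to FPKM, which understates the change of genes at low FPKM. Plagl1 was −15.4 here and about −17 in Fig. 2d, read by eye, and did not differ with a pseudocount of 0.1, without WT day 15 replicate 1 or without Hira-null day 15 replicate 1, and did under the rest, where quantile normalization gave a larger fold than the figure (−21.7). Tcf21 was −10.7 here and about −13 in Fig. 2d, read by eye, and did not differ with quantile normalization, without WT day 15 replicate 1 or without Hira-null day 15 replicate 1, and did under the rest, where a pseudocount of 0.1 gave a larger fold than the figure (−19.6). Casq2 was 2.86 here and about 3.9 in Fig. 2d, read by eye, and differed under all 16 alternatives that give a value, lying above the figure with a pseudocount of 0.1 (5.12) and below it under the others (2.675 to 3.05). Slc1a1 was 2.38 here and about 3.2 in Fig. 2d, read by eye, and did not differ without WT day 15 replicate 2 or without Hira-null day 15 replicate 2, and did under the rest, where a pseudocount of 0.1 gave a larger fold than the figure (4.63). All 15 genes of Fig. 2d had the paper's direction.

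The paper states that calcium signalling was the pathway with the strongest positive enrichment and that it was raised. Here its list had a median log2 fold change of 0.03 and adjusted p = 0.625, preranked GSEA gave a positive score of 1.22 (adjusted p = 0.154), and fry called it higher (adjusted p = 0.0318). By median, axon guidance (0.40) and neurotransmitter receptors (0.36) lay above it. The list here was compiled separately and all tested genes were ranked, whereas the paper ranked its differentially expressed genes. The FDR that the paper gives for this pathway lies above 0.05 and above the adjusted p of 0.154 from preranked GSEA here. Not passing 0.05 here therefore does not contradict the paper's result, which rests on a looser FDR.

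In Fig. 2e the hedgehog pathway has a positive score. Here 3 of 14 genes were higher and 5 lower, with adjusted p = 0.979 by camera, a GSEA score of −0.900 (adjusted p = 0.625), and fry in the positive direction (adjusted p = 0.0961).

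The paper states that leukocyte transendothelial migration was negatively enriched. The list leaned the same way here without passing the camera test (adjusted p = 0.0569), and it passed with no filter, the replicate block, fry, preranked GSEA, and without WT day 15 replicate 2 or Hira-null day 15 replicate 2.

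The paper counts 1680 differentially expressed genes, and 1270 passed its thresholds of adjusted p and fold change here, within the factor of 1.5 over which a count is said to differ. With a filter at FPKM 5 there were 848, which is not. The authors' deposited table gives the paper's 1680. One gene of Fig. 2c, Tnni3, which the figure shows as lower, was not past the test here (log2 fold change −0.97, adjusted p = 0.0951) and passed without either day 0 library of Hira-null (adjusted p = 0.0117 and 0.0112), with the day 15 libraries alone, and with the recovered fragments, a setting chosen after seeing the values.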

Other observations

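No test in this part was chosen after its result was seen, and the values are given without explanation. Ribosomal protein and glycolytic genes changed sides between the days by camera, but with an estimated correlation neither list was past the test at day 0 (adjusted p = 0.531 and 0.531), at day 15 (0.130 and 0.0936) or for the difference (0.103 and 0.0945). At day 0 the glycolytic gene Aldoa was at 1412 ± 14.3 FPKM in WT and 2599 ± 13.3 FPKM in Hira-null (log2 fold change 0.88, adjusted p = 8.46e-05), and at day 15 at 346 ± 16.2 FPKM in WT and 203 ± 22.8 FPKM under the Hira-null label (log2 fold change −0.77, adjusted p = 2.01e-04). Pgk1, another enzyme of the pathway, had log2 fold changes of 0.65 at day 0 and −0.65 at day 15, and Bnip3, a mitochondrial target of hypoxia signals, fell by 1.23 at day 15. Rps18 was at 1368 ± 32.5 and 1981 ± 19.8 FPKM at day 0 in WT and Hira-null (log2 fold change 0.53, adjusted p = 3.21e-04) and at 752 ± 46.9 FPKM in WT and 587 ± 14.5 FPKM under the Hira-null label at day 15 (log2 fold change −0.36, adjusted p = 0.00313), with exons shared with Vps52, and ribosomal protein genes can share reads with pseudogenes. Both lists kept these directions with median-of-ratios scaling and quantile normalization, although with the latter ribosomal proteins were not past the test at day 15 (adjusted p = 0.0518) and the member Rplp2 turned from lower to higher. Of 37 genes of DNA synthesis and the cell cycle, 20 were lower at day 15 (adjusted p = 2.71e-07, and adjusted p = 0.0526 with an estimated correlation), with Aurkb, a mitotic kinase, at 34.9 ± 0.353 FPKM in WT and 15.5 ± 0.331 FPKM under the Hira-null label (log2 fold change −1.12, adjusted p = 4.92e-05) and Cdt1, which licenses replication, at 44.6 ± 4.47 FPKM in WT and 20.8 ± 1.97 FPKM under the Hira-null label (log2 fold change −1.06, adjusted p = 1.13e-04). The p53 target Cdkn1a, an inhibitor of the cell cycle, was at 160.1 ± 3.53 FPKM in WT and 243 ± 12.4 FPKM under the Hira-null label (log2 fold change 0.60, adjusted p = 3.76e-04) and the apoptosis gene Bax at 98.5 ± 2.05 FPKM in WT and 153 ± 12.3 FPKM under the Hira-null label (log2 fold change 0.63, adjusted p = 3.52e-04).

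Genes of other lineages also differed at day 15. Of 8 cartilage and bone markers, 6 were higher and 1 lower (adjusted p = 0.00169, and adjusted p = 0.162 with an estimated correlation), with Col2a1, the main cartilage collagen, at 41.9 ± 3.27 FPKM in WT and 184 ± 41.7 FPKM under the Hira-null label (log2 fold change 2.09, adjusted p = 7.62e-05) and Sox9, the cartilage and neural crest factor, at 15.4 ± 0.886 FPKM in WT and 32.3 ± 0.844 FPKM under the Hira-null label (log2 fold change 1.02, adjusted p = 9.92e-04). Of 28 Hox genes, 17 were lower, 9 without WT day 15 replicate 2, and 2 higher (adjusted p = 5.24e-05, and adjusted p = 0.0936 with an estimated correlation), with Hoxa10 at 4.45 ± 0.274 FPKM in WT and 0.188 ± 0.0645 FPKM under the Hira-null label (log2 fold change −2.20, adjusted p = 4.92e-05) and the hindbrain gene Hoxb1 at 2.34 ± 0.456 FPKM in WT and 0.316 ± 0.0886 FPKM under the Hira-null label (log2 fold change −1.34, adjusted p = 6.34e-04) among the lower and Hoxb9 among the higher. Of 11 skeletal muscle genes, 7 were lower, 4 with WT day 15 replicate 1, replicate 2 or Hira-null day 15 replicate 1 left out alone, and 2 higher. The list (adjusted p = 0.0296) was not past the test with an estimated correlation (adjusted p = 0.121), without Hira-null day 15 replicate 1 (adjusted p = 0.0556) or with quantile normalization (adjusted p = 0.0616). Among the lower genes were Myh3, the embryonic myosin, at 3.62 ± 0.414 FPKM in WT and 0.552 ± 0.0383 FPKM under the Hira-null label (log2 fold change −1.57, adjusted p = 1.45e-04) and Myod1 at 1.83 ± 0.245 FPKM in WT and 0.113 ± 0.160 FPKM under the Hira-null label (log2 fold change −1.35, adjusted p = 8.47e-04), while Myog was at 3.03 ± 0.0309 FPKM in WT and listed at 0 under the Hira-null label. Mesp1, a factor of early cardiac mesoderm, was at 1.33 ± 0.205 FPKM in WT and 0.0488 ± 0.0690 FPKM under the Hira-null label (log2 fold change −1.15, adjusted p = 0.00113), and T, brachyury, was higher, at 14.0 ± 0.907 FPKM in WT and 50.7 ± 0.418 FPKM under the Hira-null label (log2 fold change 1.79, adjusted p = 2.49e-04). Among protocadherins Pcdh8 was at 5.55 ± 0.217 FPKM in WT and 18.4 ± 3.53 FPKM under the Hira-null label (log2 fold change 1.56, adjusted p = 4.58e-04). In the endoderm Apob was at 13.3 ± 0.357 FPKM in WT and 0.605 ± 0.172 FPKM under the Hira-null label (log2 fold change −3.16, adjusted p = 1.10e-05) and Cubn, which overlaps an antisense gene model, at 7.94 ± 0.635 FPKM in WT and 0.932 ± 0.0842 FPKM under the Hira-null label (log2 fold change −2.21, adjusted p = 3.52e-05), and of clotting genes Tfpi was at 11.7 ± 0.662 FPKM in WT and 2.54 ± 0.105 FPKM under the Hira-null label (log2 fold change −1.84, adjusted p = 6.71e-05).

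Other lists at day 15 were not past the camera test. Epicardium markers held 4 lower and 3 higher of 10 (adjusted p = 0.401), with Wt1 at 5.28 ± 0.0545 FPKM in WT and 1.68 ± 0.451 FPKM under the Hira-null label (log2 fold change −1.24, adjusted p = 0.00109), and share 3 genes with the cardiac transcription factors. The hedgehog pathway, whose median was 0.00, mean 0.01 and camera direction lower, held 5 lower and 3 higher of 14, with Gas1 lower (log2 fold change −1.59, adjusted p = 6.25e-04). Neural crest markers had 2 lower and 1 higher of 7 (adjusted p = 0.252), with Sox10 lower (log2 fold change −1.12, adjusted p = 0.00203). Epidermal markers had 5 lower and 1 higher of 8 (adjusted p = 0.210). Pluripotency genes had 12 higher and 8 lower of 27 (adjusted p = 0.215), with Dnmt3l higher (log2 fold change 1.65, adjusted p = 7.58e-06) and Dppa3 lower (log2 fold change −2.91, adjusted p = 1.56e-04). The list of genes of cells resembling the embryo after its first division had a median of −0.14 (adjusted p = 0.442). Immediate early and heat shock genes had 5 lower and 1 higher of 12 (adjusted p = 0.141), and these respond to handling of cells. The HIRA complex and H3.3 chaperones had 4 higher and 2 lower of 13 (adjusted p = 0.674), with Asf1b lower (log2 fold change −1.38, adjusted p = 9.55e-05). Without WT day 15 replicate 1 the lower genes numbered 3 in the hedgehog, 2 in the epidermal and 2 in the immediate early list, and the pluripotency list held 5 without replicate 2. With either of these libraries left out alone, 1 epicardium marker and 1 gene of the HIRA list were higher. Of 3 trophoblast markers, too few for a test, 2 were lower, Tfap2c (log2 fold change −1.16, adjusted p = 4.23e-04) and Cdx2 (log2 fold change −1.20, adjusted p = 0.00252). All 4 Y-linked genes measured, also too few, were lower at day 15. Of them 3 were also lower at day 0 and Kdm5d was not past the test there (log2 fold change 0.14, adjusted p = 0.648), while at day 15 it was at 3.05 ± 0.0773 FPKM in WT and 0.612 ± 0.140 FPKM under the Hira-null label (log2 fold change −1.33, adjusted p = 0.00191). Eif2s3y lost its day 0 call without WT day 0 replicate 2 (adjusted p = 0.166), Hira-null day 0 replicate 1 (adjusted p = 0.202) or Hira-null day 0 replicate 2 (adjusted p = 0.0832). At day 15 Uty lost its call without WT day 15 replicate 1 (adjusted p = 0.0684) or replicate 2 (adjusted p = 0.0996), and Ddx3y without WT day 15 replicate 2 (adjusted p = 0.153) or Hira-null day 15 replicate 2 (adjusted p = 0.0713).

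Among the 10 genes chosen for the largest increases in Hira-null at day 0 were Micall2 (1.08 ± 0.323 FPKM in WT and 14.8 ± 1.18 FPKM in Hira-null, log2 fold change 2.93), the testis gene Tex101 (1.86 ± 0.0738 and 14.6 ± 0.303 FPKM, 2.45) and Fos (3.72 ± 1.22 and 33.2 ± 0.510 FPKM, 2.88), and among the 10 chosen for the largest decreases, besides H19, Srgn, Cubn, Lama1 and the collagens Col4a1 and Col4a2, whose genes overlap, were Dab2 (19.9 ± 1.73 and 1.44 ± 0.327 FPKM, −3.11) and Hkdc1 (7.66 ± 0.258 and 0.142 ± 0.154 FPKM, −2.93). Pou5f1 was higher in Hira-null at day 0 (log2 fold change 0.55, adjusted p = 5.17e-04).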
